# Transcriptional Responses of *Beauveria bassiana* Blastospores Cultured Under Varying Glucose Concentrations

**DOI:** 10.3389/fcimb.2021.644372

**Published:** 2021-03-24

**Authors:** Gabriel Moura Mascarin, Natasha Sant’Anna Iwanicki, Jose Luis Ramirez, Ítalo Delalibera, Christopher A. Dunlap

**Keywords:** biocontrol, dimorphic growth, morphogenesis, Cordycipitaceae, liquid fermentation

## Abstract

Culturing the entomopathogenic fungus, *Beauveria bassiana*, under high glucose concentrations coupled with high aeration results in a fungal developmental shift from hyphal growth to mostly blastospores (yeast-like cells). The underlying molecular mechanisms involved in this shift remain elusive. A systematic transcriptome analysis of the differential gene expression was preformed to uncover the fungal transcriptomic response to osmotic and oxidative stresses associated with the resulting high blastospore yield. Differential gene expression was compared under moderate (10% w/v) and high (20% w/v) glucose concentrations daily for three days. The RNAseq-based transcriptomic results depicted a higher proportion of downregulated genes when the fungus was grown under 20% glucose than 10%. Additional experiments explored a broader glucose range (4, 8, 12, 16, 20% w/v) with phenotype assessment and qRT-PCR transcript abundance measurements of selected genes. Antioxidant, calcium transport, conidiation, and osmosensor-related genes were highly upregulated in higher glucose titers (16-20%) compared to growth in lower glucose (4-6%) concentrations. The class 1 hydrophobin gene (*Hyd1*) was highly expressed throughout the culturing. *Hyd1* is known to be involved in spore coat rodlet layer assembly, and indicates that blastospores or another cell type containing hydrophobin 1 is expressed in the haemocoel during the infection process. Furthermore, we found implications of the HOG signaling pathway with upregulation of homologous genes *Ssk2* and *Hog1* for all fermentation time points under hyperosmotic medium (20% glucose). These findings expand our knowledge of the molecular mechanisms behind blastospore development and may help facilitate large-scale industrial production of *B. bassiana* blastospores for pest control applications.

## Introduction

The arthropod-pathogenic fungus *Beauveria bassiana* (Ascomycota: Cordycipitaceae) is globally used as a biological control agent against many crop pests and vectors of human diseases. Moreover, this fungus has been recently identified as an endophyte associated with various benefits including plant growth, drought resistance, and induced disease resistance (Mascarin et al., 2016; Tomilova et al., 2020). The current use of *B. bassiana*, as well as other filamentous (anamorphic phase) entomopathogenic fungi, as biopesticides have been primarily focused on the inundative biocontrol approach, *i.e*. large quantities of fungal inoculum are produced then deployed in the field to deliver a lethal dose to the target pest, aiming to achieve quick and effective pest suppression (Jaronski, 2010). Therefore, to meet the growing demands of high-quality large-scale production of fungal propagules for the biopesticide industry, liquid culture may be the preferred method over solid-state fermentation. Liquid culture production technology provides various advantages in terms of easiness, automated operation, scalability, quality control, batch-to-batch uniformity, and cost-effective, large-scale production afforded by deep-tank stirred bioreactors for some entomopathogenic fungi like *B. bassiana* (Jaronski, 2010; Mascarin et al., 2015a; Mascarin et al., 2015b; Mascarin et al., 2016).

As many Hypocrealean insect-pathogenic fungi, dimorphic growth in *B. bassiana* is ubiquitous. It renders unicellular vegetative, thin-walled, yeast-like cells termed blastospores, which can be easily mass-produced *in vitro* by submerged liquid fermentation (Pham et al., 2009; Mascarin et al., 2015a; Mascarin et al., 2015b). These *in vitro* yeast-like cells possess distinct biochemical properties and surface structures from hemolymph-derived hyphal bodies (Wanchoo et al., 2009; Yang et al., 2017). This cellular phenotype evolved to facilitate fungal infection in arthropod hosts by successfully allowing the fungus to bypass the host immune system while simultaneously colonizing and exploiting host tissues and resources leading to nutrient depletion, tissue degradation by enzymes, and synthesis of secondary metabolites (Humber, 2008). For pest control purposes, blastospores can be formulated as sprayable products and outperform in virulence to the traditional solid-grown conidia against various target pests because this cell type can germinate quicker and infect the host sooner (Cliquet and Jackson, 1999; Kirkland et al., 2004a; Kirkland et al., 2004b; Mascarin et al., 2015a; Mascarin et al., 2015b; Alkhaibari et al., 2016; Alkhaibari et al., 2018; Bernardo et al., 2018; Bernardo et al., 2020). Besides that, blastospores’ virulence can be markedly affected by culture conditions and media composition against arthropod targets (Kirkland et al., 2004b; Mascarin et al., 2015a). Based on our previous studies, we have found a cost-effective technology for rapidly producing high yields of blastospores with low mycelium content by submerged liquid fermentation under high glucose titers and aeration rates (Mascarin et al., 2015a; Mascarin et al., 2015b; Mascarin et al., 2016). This phenomenon has intrigued us and has prompted investigation on the molecular mechanisms governing this improved phenotypic response during dimorphic growth, resulting in high production yields of blastospores in *B. bassiana* induced by greater glucose titer gradient coupled with high aeration supply.

Growth media for entomopathogenic fungi generally use up to 4% glucose as the carbon source to support conidia or blastospore production in solid or liquid media. A low carbon rate usually renders high mycelial growth and low blastospore yields (Mascarin et al., 2015a). However, our previous studies have shown proper C:N ratio coupled with high aeration rate and glucose titers induce higher blastospore yield with low hyphal growth in liquid culture of *B. bassiana* (Mascarin et al., 2015a; Mascarin et al., 2016). The mechanism behind this phenotype remains elusive but a plausible scenario falls under the hypothesis that oxidative and osmotic stress could be involved as part of the fungal response to such growth conditions.

Therefore, this study aimed at understanding the transcriptional signatures involved in blastospore formation and multiplication in response to the hyperosmolarity caused by a high gradient of glucose titer. This study also provides novel insights on osmotic and oxidative stress genes involved in the regulatory system of blastospore development in *B. bassiana* during submerged fermentation. In this regard, expression profiles of key genes were characterized across glucose gradients from 4% to 20%. This study reveals high osmotic pressure (> 0.5 MPa) induces improved blastospores’ production in *B. bassiana* and other related insect-pathogenic fungi. Thus, this study may help improve the scale-up industrial production of blastospores in other filamentous entomopathogenic fungi, including those recalcitrant isolates which often provide low yields.

## Methods

### Fungal Isolate and Culture Conditions

The *B. bassiana* strain GHA (ARSEF 201) selected for RNA sequencing was initially isolated from infected *Diabrotica undecimpunctata* in a greenhouse in Corvallis, Oregon, USA, in October of 1977. This strain is the active ingredient in several commercial mycoinsecticides. The isolate was cultured on potato dextrose agar (PDA) and preserved as a glycerol stock (10%) at -80 °C at the USDA, Peoria, IL. The culture conditions used for RNA-seq were selected because of high blastospore yields (Mascarin et al., 2015a; Mascarin et al., 2015b). The experiment consisted of seven treatments represented by an increased glucose gradient of 0, 4, 8, 10, 12, 16, and 20% glucose (w/v). Blastospore concentrations were recorded 24, 48, and 72 h post-inoculation of the fermentation course. Media composition consisted of 2.5% cottonseed flour (Pharmamedia^®^, ADM™, USA) as the nitrogen source, amended with basal salts and vitamin mix (Mascarin et al., 2015a). The cultures were placed on a rotary shaker incubator (New Brunswick™, Innova 4000^®^, NJ, U.S.A.) with rotating orbit diameter of 19 mm and agitation speed of 350 rpm, at 28°C, and a filling volume of 50 mL liquid medium in 250-mL baffled Erlenmeyer flasks to provide high aeration, as previously reported by (Mascarin et al., 2015a). Liquid media were inoculated with a pre-culture to deliver a final concentration of 5 × 10^6^ blastospores/mL. The experiment consisted of three biological replicates and was repeated twice or thrice on different dates using new fungal inoculum. The fungal growth parameters evaluated during the course of fermentation were: a) growth kinetics to determine the blastospore concentration from 24 h to 72 h post-inoculation; b) maximum specific growth rate determined during the log-growth phase of blastospore production curve at different glucose titers using the following formula: µ (h^-1^) = ln(N_i_) – ln(N_0_)/(t_i_ – t_0_), where N_i_ = blastospore population recorded in log-growth at time t_i_, N_0_ = initial blastospore population at time zero t_0_ (i.e., 5 × 10^6^ blastospores/mL); and c) glucose utilization by subtracting the difference between initial glucose titer and the remaining glucose measured in the spent medium at the end of the fermentation period (day 3).

Blastospore concentration data were fitted to a generalized linear model with gamma distribution and inverse link function, including glucose titer, fermentation day, and interaction term as fixed effects in the linear predictor. Specific growth rate and glucose consumption datasets were separately fitted to general linear models with and without a random effect for replicate flasks, and normal distribution for errors including glucose titer as the fixed effect. Multiple pairwise post-hoc comparisons using the Tukey HSD method (*p*-value < 0.05) were used to separate significant means between glucose titers within each fermentation day. This analysis was performed in the statistical environment R (version 4.0.2, R Core Team, 2020) and plots created with the “ggplot2” package (Wickham, 2016).

### RNA Isolation and Sequencing

Three independent biological samples, corresponding to 1 mL of the whole culture in shake flasks, were collected for each fermentation time (*i.e.*, days 1, 2, and 3). Samples were centrifuged at 16,000*g* for five minutes to pellet the cells, the supernatant was decanted, and the pellet was flash-frozen in liquid nitrogen. The pellet was homogenized with a mortar and pestle under liquid nitrogen. RNA was extracted with a Qiagen RNAeasy Kit (Germantown, MD, USA). RNA quality was confirmed using an Agilent 2200 tapestation. RNA concentration was measured using the Qubit^®^ RNA Assay Kit in Qubit^®^ 2.0 Fluorometer (Life Technologies, CA, USA). RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA). RNA integrity number (RIN) was considered acceptable if greater than 6. The library preparation and sequencing were performed by the Brigham Young University DNA sequencing center. The mRNA was selected with an oligo poly dT selection, and the library was prepared with an Illumina TruSeq RNA library kit. The final library was sequenced with an Illumina HiSeq 2500 with 50 cycle single read sequencing V4. The transcriptome data are available on NCBI-GEO under the GEO accession GSE163673 and can be accessed through the link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE163673.

### RNA-Seq Data Analysis

Raw sequencing reads were checked for adapters and quality trimmed to Q30 using Genomics Workbench (version 10.0.1) (Qiagen, Inc, Germantown, MD, USA). The reads were mapped to the *B. bassiana* strain D1-5 reference genome (GenBank accession no. ANFO01000000) using the 85% length alignment and 85% similarity. Expression values were normalized using RPKM and a separate General Linear Model with a negative binomial distribution under Genomics Workbench. Statistical comparisons of differential gene expression between treatments were conducted pairwise with Wald tests and Bonferroni corrected *p*-values determined under Genomics Workbench. Differentially expressed genes with False Discovery Rate (FDR) adjusted *p*-value (< 0.005) and log2(fold change, FC) > 2 or < -2 were used for the final data set.

### Gene-Set Enrichment Analysis

The Gene Set Enrichment Analysis (GSEA) software determines whether *a priori* defined set of genes is statistically significant between two biological states (Subramanian et al., 2005). GSEA rank gene sets by enrichment magnitude and indicates classes of over-represented genes in the gene set. As recommended for RNA-seq datasets, GSEA was used in the GSEAPreranked mode with a user-provided list of all genes pre-ranked according to a defined metric: the log_2_ fold change, adjusted *p*-value, or inverse *p*-value, and a list of gene sets. GSEAPreranked calculates an enrichment score by matching genes from gene sets to those in the user ranked index. Next, the gene set enrichment score shows how often members of that gene set occur at the top or bottom of the ranked data set. This study used GSEAPreranked mode with gene sets categorized by Gene Ontology (GO) annotation. The metric used in the GSEA input file was the sign of fold change multiplied by its inverse *p*-value (Iwanicki et al., 2020a). The *p*-value provided was used as an output of differential gene expression analysis. When the *p*-value output was “0”, the “0” value was replaced by artificially high or low values “+1E+308” or “-1E+308” for up and down-regulated genes according to the sign of fold change. The parameter adopted for running the GSEAPreranked for GO were: minlengh 10 and maxlengh 500, enrichment statistic: “classic” and FDR-correction for multiple testing < 0.25 for enriched gene sets (Iwanicki et al., 2020a).

### Expression of Heat Shock Protein and Key Genes Associated With Response to Stress Conditions and High Osmolarity Glycerol Pathway

Heat shock proteins (HSPs) are a large superfamily of intracellular, molecular chaperones with molecular sizes ranging from less than 30 to ~100 kD and are involved in maintaining protein homeostasis in several physiological processes including response to stress conditions. A recent study has investigated the role heat shock proteins (Hsp70) have in virulence, cell wall integrity, antioxidant activity, and stress tolerance of *B. bassiana* strain ARSEF 2860 (Wang et al., 2020). This study explored gene expression of 14 Hsp70 homologs identified by Wang et al. (2020) in blastospores cultivated with high (20%) and moderate (10%) glucose amended liquid media with focus on those related to antioxidant activity and stress tolerance. In addition, gene expression of four Mitogen-activated protein kinases (MAPK) homologs: *Ste11* (BBAD15_g9298), *Ssk2* (BBAD15_g1898), *Pbs2* (BBAD15_g4699), *Hog1* (BBAD15_g6467) associated with HOG pathway in *B. bassiana* ARSEF 2860, and one homolog associated to multiple stresses were also explored (Wsc1, BBAD15_g1986) obtained from Liu et al. (2017) and Tong et al., (2019). In addition, we examined the expression profile of another set of select *B. bassiana* homologous genes involved in osmotic stress, including *CnA1* (BBAD15_g8778), *Ecm33* (BBAD15_g9622), *Ras1* (BBAD15_g11654), *Mkk1* (BBAD15_g4332), *pmr1* (BBAD15_g2615), *Gpcr* (BBAD15_g8874), *Cdk1* (BBAD15_g6748), *Mtd* (BBAD15_g10510), *Ssk1* (BBAD15_g8860), *Bmh1* (BBAD15_g2365), *Ohmm* (BBAD15_g7953), *Ktr4* (BBAD15_g4067), and *Mbf1* (BBAD15_g10650) (Ortiz-Urquiza and Keyhani, 2016). Sequences were blasted against the genome of *B. bassiana* D1-5 to obtain homologous genes (*e*-value < 0.0001 and sequence similarity > 80%). An interactive heatmap was drawn to illustrate the selected genes on days 1, 2, and 3. This analysis was performed in the statistical environment R (version 4.0.2, R Core Team, 2020) and heatmap created with the “ggplot2” package (Wickham, 2016) using the mean log2-FC values of gene expression patterns at 1, 2, and 3 days post-inoculation across the increased glucose gradient. Four selected genes (*Pbs2*, *Ste11*, *Hog1*, and *Ssk2*), known to be associated with response to osmotic stress were mapped against MAPK-signaling pathways by searching against the Kyoto Encyclopedia of Genes and Genomes pathway (KEGG) database (https://www.kegg.jp/kegg/tool/map_pathway.html). The mapping was performed through the K numbers of genes, while the pathways were shown as a schematic illustration.

### qRT-PCR-Based Gene Expression Analysis of Key Blastospore-Related Genes

In this experiment, *B. bassiana* GHA was cultivated with different glucose concentrations ranging from 4% to 20% at incremental intervals of 4%. The blastospore concentration, glucose consumption, and specific growth rate of blastospores were recorded daily for three days under the same set of fermentation conditions described previously. This bioassay’s primary purpose was to evaluate the expression of key genes involved in blastospore development across a greater glucose titer gradient. Samples stored at -80°C were used for RNA extraction *via* TRIzol reagent (Invitrogen^®^), and the concentration and quality of total RNA were evaluated *via* Nanodrop (Thermo Scientific). Synthesis of cDNA was conducted with 1ug of total RNA from each sample using the QuantiTec reverse transcription kit with DNA Wipeout (Qiagen). Measures of gene expression were performed in a 10 µL reaction using one microliter of cDNA and *B. bassiana* GHA gene-specific primers (**Supplemental Table S1**). Primers were designed on loci from *B. bassiana* strain D1-5 reference genome (GenBank accession no. ANFO01000000), which were updated with read mapping of *B. bassiana* GHA reads and a new consensus extracted. The PowerUp SYBR green Master mix qPCR kit (Qiagen) was used in all reactions using the qPCR cycling condition recommended by the manufacturer (holding at 95°C for 10 min, 40 cycles of 15 s at 95°C, and 1 min at 60°C). The qPCR assays included a Melt Curve analysis at the end of the reaction, and was carried out on an Applied Biosystems QuantStudio 6 Flex Real-time PCR system (ThermoFisher Scientific™). The gene expression assays evaluated at least three biological replicates, and each sample was assessed in duplicate. The gene expression levels were normalized against the fungal gene actin previously validated in Zhou et al. (2012) (**Supplemental Table S1**) and were analyzed post-run using the ΔΔCt method (Livak and Schmittgen, 2001). The temporal mean expression levels in fold change of selected *B. bassiana* genes during different blastospore growth stages under liquid fermentation were described in line plots, and an asterisk indicates significant differences between glucose titers at 5% probability level by ANOVA within each growth interval. The heatmap was created with the “ggplot2” package using the mean log_2_ fold change values of gene expression patterns at 1, 2, and 3 days post-inoculation across the increased glucose gradient.

## Results

We have previously argued blastospore production of *B. bassiana* requires a combination of high aeration and high osmotic pressure imposed by glucose to achieve high yields in shorter fermentation times. In our model system designed in this study, we set out transcriptome analysis to scrutinize the molecular and genetic factors driving blastospore formation in high glucose cultures (20% w/v) under high aeration rates against moderate glucose cultures (10% w/v) during three days of culture.

### Blastospore Yield and Kinetics Under Different Glucose Concentrations

Liquid cultures of *B. bassiana* amended with varying glucose titers started with an initial density of 5×10^6^ blastospores/mL and dramatically increased over time with greater glucose gradient (Interaction day × glucose titer: $\chi_{12;79}^{2}=53.15$, *p* < 0.0001), indicating blastospore concentration is strongly dependent on fermentation time and glucose titer in the liquid medium (**Figure 1A**). Regardless of glucose titers tested, blastospore concentration at day 1 post-inoculation suggests fungal culture is under lag-phase adaptation to medium conditions. The lack of glucose in the medium resulted in steady and low blastospore yields over time. Notably, these fungal cultures exhibited more mycelium development than blastospores, suggesting this carbon source is indispensable to sustain the fungus yeast-like growth. From day 2 to day 3 post-inoculation, blastospore yields were always below 1×10^9^ blastospores/mL when grown in the range of 4-10% glucose with no significant blastospore concentration changes between titers. Blastospore production increased with increasing glucose concentration and peaked when grown with 20% glucose, yielding higher than 1×10^9^ blastospores/mL at 2 days post-inoculation.

**Figure 1:**
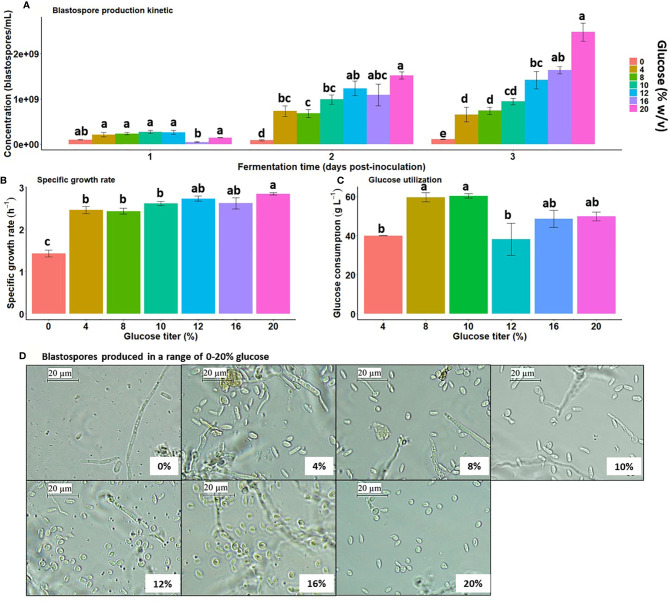
Blastospore yield and growth kinetics are significantly boosted by greater glucose gradient (0 to 20% w/v) under high aeration during submerged liquid culture conditions. **(A)** *B. bassiana* (strain GHA) blastospore concentration in liquid culture with a greater glucose titer gradient at 28 °C, 350 rpm, and 50 mL of filling volume. **(B)** Maximum specific growth rate during log-phase growth across glucose titer gradient. **(C)** Glucose consumption at day 3 post-inoculation across glucose titer gradient. Bar heights represent means, and error bars are standard error of means ( ± S.E.). **(D)** Blastospore morphotypes induced by different glucose titers (photographs taken at day 3 of fermentation). Vertical bars within each fermentation time are significantly different when followed by distinct letters (Tukey HSD, *p* < 0.05).

The specific growth rate during the log-growth phase within the interval 0 and 2 days post-inoculation, was significantly increased with greater glucose titers (*F*_6;36_ = 22.76, *p* < 0.0001), reaching a plateau at 12% glucose and remained constant at 16% and 20% glucose (2.63 – 2.85 h^-1^). The specific growth rate at 20% glucose was greater than 0-10% glucose (**Figure 1B**). Glucose utilization by GHA cultures was significantly affected by the initial glucose titer (*F*_5;28_ = 4.66, *p* = 0.003), but the consumption trend did not increase with the glucose gradient. The maximum glucose uptake was around 60 g L^-1^ when cultures were grown under 8-10% initial glucose titers (**Figure 1C**). Moreover, the fungus’s glucose uptake remained lower than 50 g L^-1^ (= 5% w/v) when cultured with 12-20% glucose, indicating a surplus of spent glucose in the medium. Morphological examination of blastospores grown under greater glucose titers from 12% to 20% exhibited more ovoid shape and a smaller size than those produced with a range of 0-10% glucose (**Figure 1D**).

Considering the main objective to study blastospore growth, the glucose concentrations used in the transcriptome analysis (20% *versus* 10%) were chosen to avoid the interference of hyphal growth. Although there were no statistical differences among specific growth rates in media ranging from 4% to 10% glucose, fungal cultures in 10% glucose presented reduced hyphal growth compared to lower glucose concentrations (Mascarin et al., 2015a). Hence, 10% glucose was selected as the lower glucose titer to compare with the higher, 20% glucose, in the transcriptome study.

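Blastospores of strain GHA were grown in medium with 10% or 20% glucose and sampled on days 1, 2 and 3. Each combination of glucose titer and day had 3 biological replicates, named A, B and C, which gave 18 libraries in 6 groups. Poly(dT)-selected RNA was sequenced as 50-cycle single reads, which the authors trimmed to Q30 and mapped to the D1-5 genome with its own gene models, at 85% length and 85% similarity. For every library the authors deposited the raw number of reads on each gene, counting all reads or only uniquely mapped reads, beside RPKM and TPM values. The counts of all reads were used here. Between 494940 and 1844472 reads per library were counted on genes, with a median of 1014935 in 10% glucose and 997172 in 20% glucose. On day 1, the 10% glucose libraries held 1074012 to 1835272 reads (median 1320795) and the 20% glucose libraries 1269408 to 1844472 (median 1362654). On day 2, the ranges were 974014 to 1393308 (median 1014935) and 937271 to 1053328 (median 997172). On day 3, they were 508991 to 556721 (median 547678) and 494940 to 805969 (median 786681). Of 12041 annotated features, 2501 had no read in any library, and 7241 had enough reads for testing under edgeR's filterByExpr. Counts were normalized by edgeR's TMM method, and expression is given as CPM, edgeR's counts scaled by the normalized library size, as the mean ± SD over replicates. All 18 libraries were fitted together with 6 group means and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 7241 genes. Genes were called DEGs at the thresholds of the paper, an adjusted p below 0.005 and a log2-FC above 2 or below -2. For a gene with 0 reads in a group, the fold change is a lower bound against a floor of 3 reads over the group. For 1 to 3 reads, the ratio of normalized counts is given with its exact 95% interval, which covers counting error only.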

### Summary of RNAseq Data

A total of 108.56 million clean and mapped RNA-Seq reads were generated. Of these, 103.7 million reads could be aligned to the *B. bassiana* strain D1-5 reference genome (concordant unique pairs, see details in **Table 1**). A total of 54.3 and 53.8 million unique match reads were obtained for blastospores grown in medium amended with either 10% or 20% glucose. The average rate of reads alignment against the reference genome were 95.1% and 96.3% for 10% and 20% glucose treatments. **Table 1** summarizes the RNA-Seq experiment results, and transcriptomics data are available on NCBI-GEO under the GEO accession GSE163673.

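The number of mapped reads from which the authors computed RPKM was recovered for each library from its counts, RPKM values and gene lengths. It came to 110982338 over the 18 libraries, 56940985 of them in 10% glucose and 54041353 in 20% glucose. Replicate B of 10% glucose on day 1 held 2426450 of these reads, and without it the total was 108555888. This is, to rounding, the total that the paper gives. Its count of mapped reads for 10% glucose on day 1 equals the 18266154 of replicates A and C alone, so replicate B is left out there. Of all mapped reads, 18777621 (16.9%) were counted on annotated genes, and these are the reads behind the expression values. The share on genes was 44.3% in replicate B of 10% glucose on day 1 and 10.9% to 24.1% in the other 17 libraries. Uniquely mapped reads made up 99.92% to 99.98% of the reads on genes.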

**Table 1:** Summary of the read-mapping statistics on the transcriptomic features of *B. bassiana* liquid cultures grown over time.

Glucose level	10%			20%		
Fermentation time	Day 1	Day 2	Day 3	Day 1	Day 2	Day 3
Total mapped reads (%)	18,266,154 (95.88%)	23,776,977 (94.95%)	12,471,404 (94.44%)	21,119,505 (96.19%)	17,892,329 (95.89%)	15,029,519 (96.96%)
Total unmapped reads (%)	785,841 (4.12%)	1,265,577 (5.05%)	734,891 (5.56%)	836,200 (3.81%)	766,802 (4.11%)	471,220 (3.04%)
Unique match (%)	18,212,828 (95.59%)	23,699,923 (94.64%)	12,433,499 (94.15%)	21,071,725 (95.97%)	17,837,883 (95.60%)	14,9860,077 (96.68%)

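For the principal component analysis, counts were rlog-transformed and the 500 genes with the largest variance over the libraries were kept. The first component held 75.7% of the variance of these genes. Of the variance along it, 95.0% lay between day 1 and the later days and 3.73% between the glucose titers. On day 1, the mean score was 27.2 ± 0.569 (SD, n = 3) in 10% glucose and 30.55 ± 0.485 (SD, n = 3) in 20% glucose. The scores in 10% and 20% glucose were -21.3 ± 0.556 and -7.12 ± 1.83 on day 2, and -18.1 ± 0.363 and -11.3 ± 0.298 on day 3 (SD, n = 3 each). Days 2 and 3 lay apart along the third component, which held 5.32% of the variance, with 88.25% of it between days. With all 9540 genes that had reads in place of the 500, the first component held 57.9%.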

The principal component analysis showed the highest variation in the gene expression profile is from biological samples from days 1, 2 and 3 (75%), regardless of glucose concentration. According to the second principal component (accounted for 9% total variance), genes were differently expressed in blastospores grown with moderate (10%) glucose in relation to blastospores grown high glucose cultures (20%) at days 2 and 3 of fermentation. 

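Of the variance along the second component, which held 8.82% of the total, 74.6% lay between the glucose titers. On day 2, the mean score was 5.57 ± 0.661 (SD, n = 3) in 10% glucose and -10.9 ± 3.74 (SD, n = 3) in 20% glucose (exact permutation test, two-sided p = 0.1). On day 3, it was 8.50 ± 0.496 and -7.39 ± 0.615 (SD, n = 3 each; exact permutation test, two-sided p = 0.1). On day 1, the scores were nearer to each other, at 4.46 ± 0.716 and -0.245 ± 0.215 (SD, n = 3 each; exact permutation test, two-sided p = 0.1). A p of 0.1 is the smallest that 3 libraries against 3 allow. On each day the scores of the glucose titers did not overlap, which chance gives in 10% of the splits. With a variance stabilizing transformation in place of rlog, the second component held 7.64% of the variance. With all 9540 genes that had reads, it held 9.29%, and its share between the glucose titers is not given for that setting. The 10% glucose scores of day 1 then ran from -5.31 to 39.6 (SD 25.3, n = 3), against -9.32 to -6.75 in 20% glucose. On days 2 and 3, the scores of the titers did not overlap there either.

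**Figure D1:**
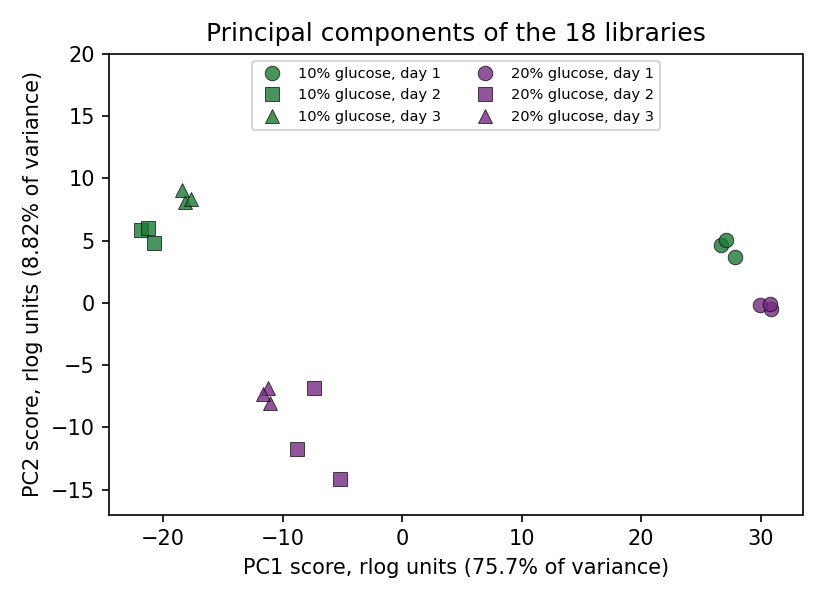
Scores of the 18 libraries on the first component (x axis) and the second component (y axis), in rlog units; each point is 1 library, with the color for the glucose titer and the symbol for the day. On the second component, the 20% glucose libraries of day 2 lie between -14.1 and -6.81, and the 10% glucose libraries of that day between 4.81 and 6.04.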

In general, biological samples were grouped within treatments indicating high similarity (**Figure 2**).

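Similarity between replicates was measured across genes, which are not independent replicates, as Pearson's r of log2 CPM. In 5 of the 6 groups, r between replicates lay between 0.939 and 0.985. In 10% glucose on day 1, replicates A and C had an r of 0.983, but replicate B had an r of 0.861 with A and 0.857 with C. The spread between replicates was also set against the sampling noise of the counts, as chi-square per degree of freedom. It was 30.3 between A and B and 35.2 between B and C in that group, and 2.25 to 9.68 over the replicate pairs of the other groups. In replicate B of 10% glucose on day 1, 271 genes lay more than 4-fold from both other replicates, 87 of them above and 184 below. This count was 67 in replicate B of 20% glucose on day 2, all below both other replicates, and at most 17 in the remaining libraries.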

**Figure 2:**
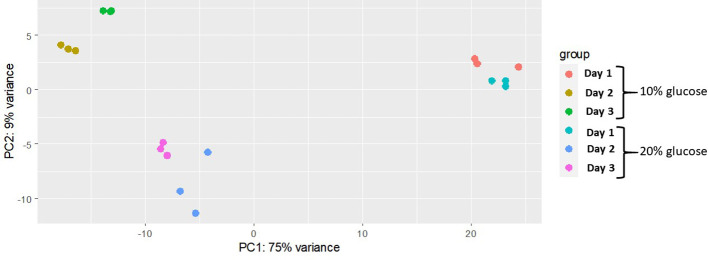
Multivariate analysis separating glucose treatments across different fermentation time points. Principal component analysis of regularized-logarithmic (rlog) transformed gene counts of *B. bassiana* (strain GHA) blastospores cultivated in medium with 10% or 20% glucose during three days of growth. Biological replicates are represented by each dot (n = 3 per treatment).

### Comparisons Between 20% and 10% Glucose-Amended Medium Within Days of Cultivation

#### Gene-Set Enrichment Analysis

To characterize the set of genes significantly upregulated in blastospores cultivated in 20% and 10% glucose-amended media, GO-term gene set enrichment analysis using GSEA was utilized (Subramanian et al., 2005). A clear difference was found between GO-terms enriched in blastospores grown in 20% glucose medium compared to fungus grown in 10% glucose across three days of cultivation (**Figure 3**, **Supplemental Table S2**). On day 1 of culture, 53 GO terms were significantly enriched (FDR adjusted *p* < 0.25) in blastospores grown in 20% glucose medium. Of these 53 terms, 21 were assigned to biological process (Fig 3A), 8 to cellular components, and 24 to molecular function (**Supplemental Table S2**). Also on day 1, blastospores grown in 10% glucose medium had 12 GO-terms enriched, 2 in biological process category: response to oxidative stress (GO:0006979) and metabolic process (GO:0008152), and 8 in molecular functions category (**Figure 3A**, **Supplemental Table S2**). On day 2 of culture, 33 enriched GO-terms were found for blastospores grown in 20% glucose medium. Of these 33 terms, 11 were assigned to biological process, 6 to cellular components, and 16 to molecular functions and division (GO:0006310, GO:0006260, GO:0006412, GO:0006351) (**Figure 3**, **Supplemental Table S2**). Likewise, on day 2 for blastospores grown in 10% glucose medium 14 enriched GO-terms were found; 5 were assigned to biological processes, 3 to cellular components, and 6 to molecular functions (**Figure 3B** **;** **Supplemental Table S2**). These results agree with the laboratory observations of peak blastospore production on day 2 in both glucose-amended media. However, this peak is significantly higher for fungus grown under 20% glucose (**Figure 1A**). On day 3, blastospores grown in 20% glucose medium 22 enriched GO-terms were found; 3 were assigned to biological process (**Figure 3C**), 3 to cellular component, and 16 to molecular function (**Supplemental Table S2**). For blastospores grown in 10% glucose medium 6 GO-terms enriched among the biological process (**Figure 3C**) associated mainly with cellular growth/germination (GO:0006260, GO:0006310) were found. Additionally, 2 GO-terms assigned to cellular components and 9 to molecular function (**Supplemental Table S2**) were also identified.

**Figure 3:**
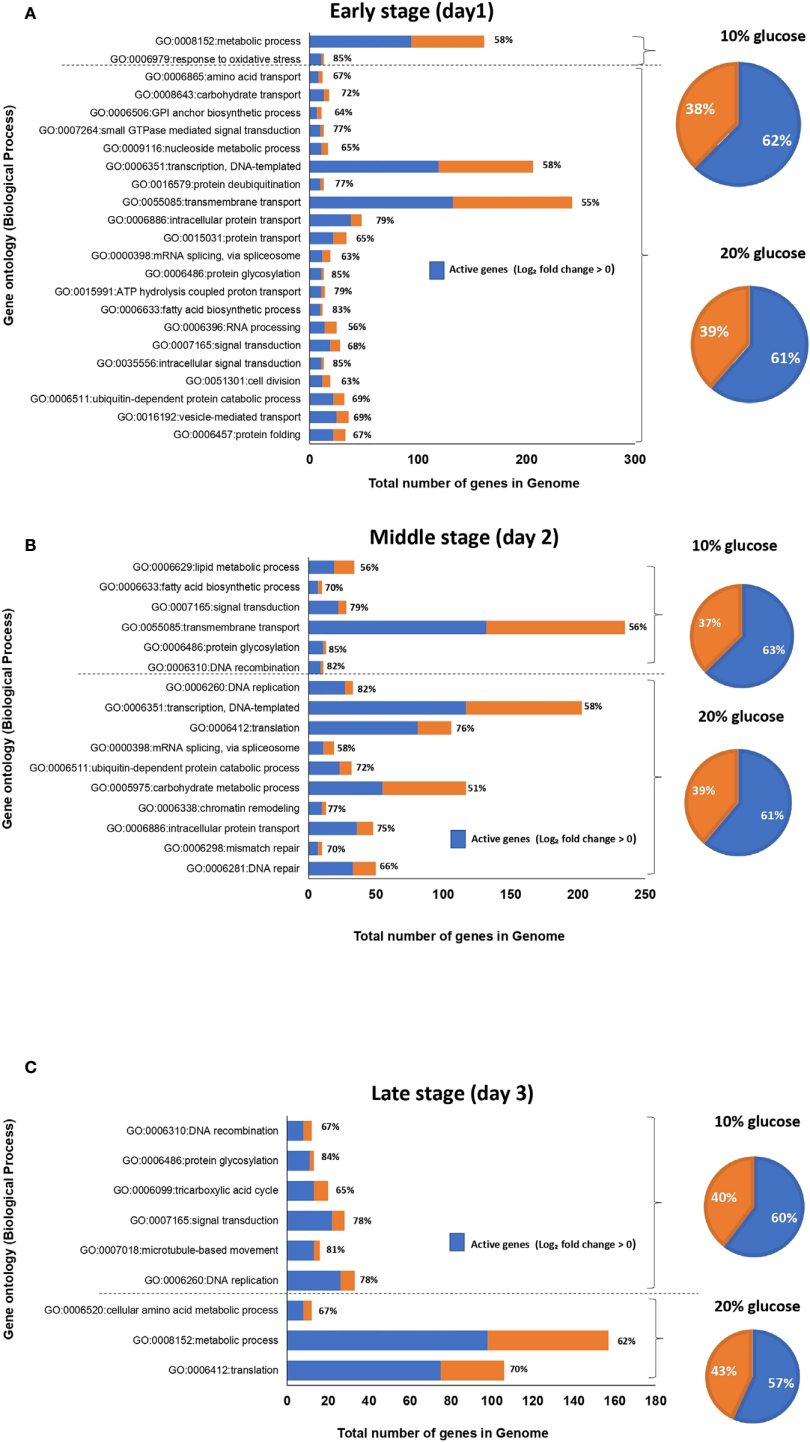
Graphical representation of enriched gene ontology (GO) terms for the biological process of *B. bassiana* blastospores produced in liquid medium amended with 20% glucose compared to 10% glucose after one **(A)**, two **(B)**, and three **(C)** days of culture (FDR *p* < 0.25). The value in front of each bar represents the percentage of active genes (log2-FC > 0), in the set of genes associated with each GO-term. The pie chart illustrates the percentage of active genes (in blue) in 20% or 10% glucose treatment considering all enriched GO-terms for each day of fermentation (see also **Supplemental Table S2**).

The majority of GO-terms assigned to biological process: intracellular protein transport (GO:0006886), transcription, DNA-templated (GO:0006351), ubiquitin-dependent protein catabolic process (GO:0006511) were all enriched in blastospores grown in the high glucose medium at days 1 and 2, as well as for GO-term translation (GO:0006412) at days 2 and 3 compared to 10% glucose-amended medium (**Figure 3C**). These results indicate higher cell activity related to signal transduction, transmembrane transport, cell division, and transcription in blastospores grown with 20% glucose medium compared to those produced in the 10% glucose–amended medium.

#### Differentially Expressed Genes

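Between 20% and 10% glucose, 26 genes passed both thresholds on day 1, 93 on day 2 and 52 on day 3. Counted once each, these were 137 genes, or 1.155% of the annotated genes without the 180 features that carry a t identifier. With each library left out in turn, the 137 genes became 120 to 150. Of the 57 genes in the paper's table of DEGs for day 1 (Table S3), 25 were called here, and 55 of the 55 that were tested changed in the same direction. Of its genes for day 2, 89 were called and 25 were not, and 113 of the 113 tested changed in the same direction. Of its 91 genes for day 3, 51 were called and 91 of 91 changed in the same direction. The median difference in log2-FC from that table, without sign, was 0.02 on day 1, 0.01 on day 2 and 0.01 on day 3. With an adjusted p below 0.05 and a log2-FC above 1 or below -1, the number of genes past the thresholds on at least 1 day was 675. The paper made its calls with Wald tests. At the paper's thresholds, DESeq2's Wald test called 49, 96 and 61 of the genes it lists for days 1, 2 and 3.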

From 11,861 genes annotated in the *B. bassiana* reference genome, 198 (1.66% of genome) genes were differentially expressed (FDR adjusted *p* < 0.005, log2-FC > 2 or < -2) between blastospores grown in medium amended with 10% and 20% glucose during three cultivation days. Most of the differentially expressed genes (DEGs) were downregulated in blastospores grown under 20% glucose representing a total of 161 genes (81% of the DEG) over 3 days of cultivation. Of these, 11 common genes were downregulated in all three days (**Figure 4**), with 7 encoding for “hypothetical proteins”, 1 for “trypsin” (BBAD15_g10782), 1 for “putative endo-1,3(4)-beta-glucanase” (BBAD15_g10674), and 1 for “Kinesin light chain” 4 (BBAD15_g12537) (**Supplemental Table S3**). 

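Of the 137 genes, 83.9% were lower in 20% glucose on at least 1 day, with shares of 88.5% on day 1, 87.1% on day 2 and 80.8% on day 3. A hypothetical protein (BBAD15_g9821) had 0 reads in 20% glucose on day 2 and 72.5 ± 53.4 CPM (SD, n = 3) in 10% glucose, at least 74.8-fold lower. On day 3 it had 2 reads in 20% glucose and 359 ± 99.8 CPM in 10% glucose, a ratio of 385.5 (95% interval 106.2 to 3191). Another hypothetical protein (BBAD15_g10245) had a log2-FC of -7.17 on day 2 (SE 0.72, adjusted p = 5.98e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2-FC on day 3 was -7.36 (SE 0.76, adjusted p = 1.37e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On day 1, BBAD15_g9652 had 0 reads in 20% glucose and 7.59 ± 2.02 CPM (SD, n = 3) in 10% glucose, at least 12.1-fold lower (adjusted p = 0.00143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p rose above the threshold without replicate A of 10% glucose (0.0059) and without replicate A (0.0152), B (0.0100) or C (0.00911) of 20% glucose. The share of lower genes on at least 1 day was 69.3%, with genes called in both directions counted in each, at an adjusted p below 0.05 and a log2-FC above 1 or below -1.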

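All 11 genes that the paper's table lists as lower on every day had a log2-FC below 0 on all 3 days; 9 of them passed the thresholds on at least 1 day and 4 on all 3 days. Trypsin (BBAD15_g10782) had 1 read in 20% glucose on day 1 and 42.7 ± 15.9 CPM (SD, n = 3) in 10% glucose, a ratio of 202.6 (95% interval 35.9 to 8043). On day 2, it had 20.8 ± 1.93 CPM in 20% glucose and 471 ± 129 CPM in 10% glucose, a log2-FC of -4.49 (SE 0.30, adjusted p = 1.06e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On day 3, its log2-FC was -4.24 (SE 0.29, adjusted p = 5.62e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The endo-1,3(4)-beta-glucanase (BBAD15_g10674) had a log2-FC of -3.55 on day 1 (SE 0.34, adjusted p = 7.01e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -3.02 on day 2 and -2.50 on day 3. On day 3, its adjusted p of 0.00288 rose above the threshold without replicate A (0.0186) or B (0.0106) of 10% glucose and without replicate A (0.0175), B (0.00848) or C (0.0182) of 20% glucose (all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The hypothetical protein BBAD15_g5395 had log2-FC values of -3.72, -4.75 and -4.46 on days 1 to 3, and BBAD15_g6667 had -4.77, -3.85 and -2.14. Kinesin light chain 4 (BBAD15_g12537) had log2-FC values of -3.89, -2.58 and -2.37 with adjusted p values of 0.0295, 0.0230 and 0.0736 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. On day 1 it was past the thresholds with DESeq2's Wald test (log2-FC -4.05, adjusted p = 0.00271). Of its 356 reads over all libraries, 69 were not uniquely mapped.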

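In 20% glucose, 23 genes were lower on day 1, 81 on day 2 and 42 on day 3. Of these, 13 were lower on day 1 alone, 54 on day 2 alone and 21 on day 3 alone, and 17 on days 2 and 3 but not on day 1. DESeq2's Wald test gave 49, 87 and 52 lower genes, and fits of only the 2 groups compared gave 1, 66 and 66. The 26 genes of day 1 in both directions became 42 without replicate B and 40 without replicate C of 10% glucose, and 12, 13 and 14 without replicate A, B and C of 20% glucose. The 52 genes of day 3 became 31 and 32 without replicate A and C of 10% glucose, and 28, 27 and 26 without replicate A, B and C of 20% glucose. On day 2, the 93 genes became 78 to 93. The glucose effect itself differed between day 2 and day 1 for 49 genes at the same thresholds, and between day 3 and day 2 for 4 genes. The 49 genes became 64 without replicate B of 10% glucose on day 1 and 32 without replicate B of 10% glucose on day 2. They became 32, 15 and 30 without replicates A, B and C of 20% glucose on day 1. The 4 genes became 1 without replicate A of day 2 in 10% or 20% glucose or without replicate C of 20% glucose on day 3. They became 2 without replicate B or C of 10% glucose on day 2, replicate A of 10% glucose on day 3 or replicate B of 20% glucose on day 3.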

Day 2 of cultivation corresponded to the highest number of downregulated genes (n=94), whereas day 1 showed the lowest number (n=50). Analyzing all time points of fermentation, a total of 37 genes (19% of the DEGs) were found to be upregulated in blastospores grown in the 20% glucose medium at least in one culture day. 

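Higher expression in 20% glucose passed the thresholds for 3 genes on day 1, 12 on day 2 and 10 on day 3. On day 2, hypothetical protein BBAD15_g7452 had 212 ± 40.8 CPM in 20% glucose and 22.6 ± 4.90 CPM in 10% glucose (SD, n = 3 each), a log2-FC of 3.21 (SE 0.21, adjusted p = 1.06e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hypothetical protein BBAD15_g9603 had 959 ± 104 CPM in 20% glucose and 110.5 ± 29.8 CPM in 10% glucose on that day (SD, n = 3 each), a log2-FC of 3.11. On day 3, hypothetical protein BBAD15_g6049 had 4247 ± 539 CPM in 20% glucose and 326 ± 87.9 CPM in 10% glucose (SD, n = 3 each), a log2-FC of 3.70 (SE 0.33, adjusted p = 1.44e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By DESeq2's Wald test, 6, 15 and 11 genes were higher on days 1, 2 and 3. Without replicate B of 10% glucose, 6 genes were higher on day 1, and without replicate B of 20% glucose, 18 were higher on day 2.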

Day 2 of cultivation exhibited the highest number of upregulated genes (n=20), whereas, on day 1, there were only 7 upregulated genes (**Supplemental Table S3**). Moreover, a total of 37 genes (19% of the DEGs) were found to be upregulated in blastospores grown in the 20% glucose medium at least in one culture day.

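Counted once each, 22 genes (16.1% of the 137) were higher in 20% glucose on at least 1 day. Of these, 2 were higher on day 1 alone, 9 on day 2 alone and 8 on day 3 alone. Another 1 was shared by days 1 and 2, and 2 by days 2 and 3. DESeq2's Wald test gave 29 genes, and the fit without a filter on low counts gave 26.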

**Figure 4:**
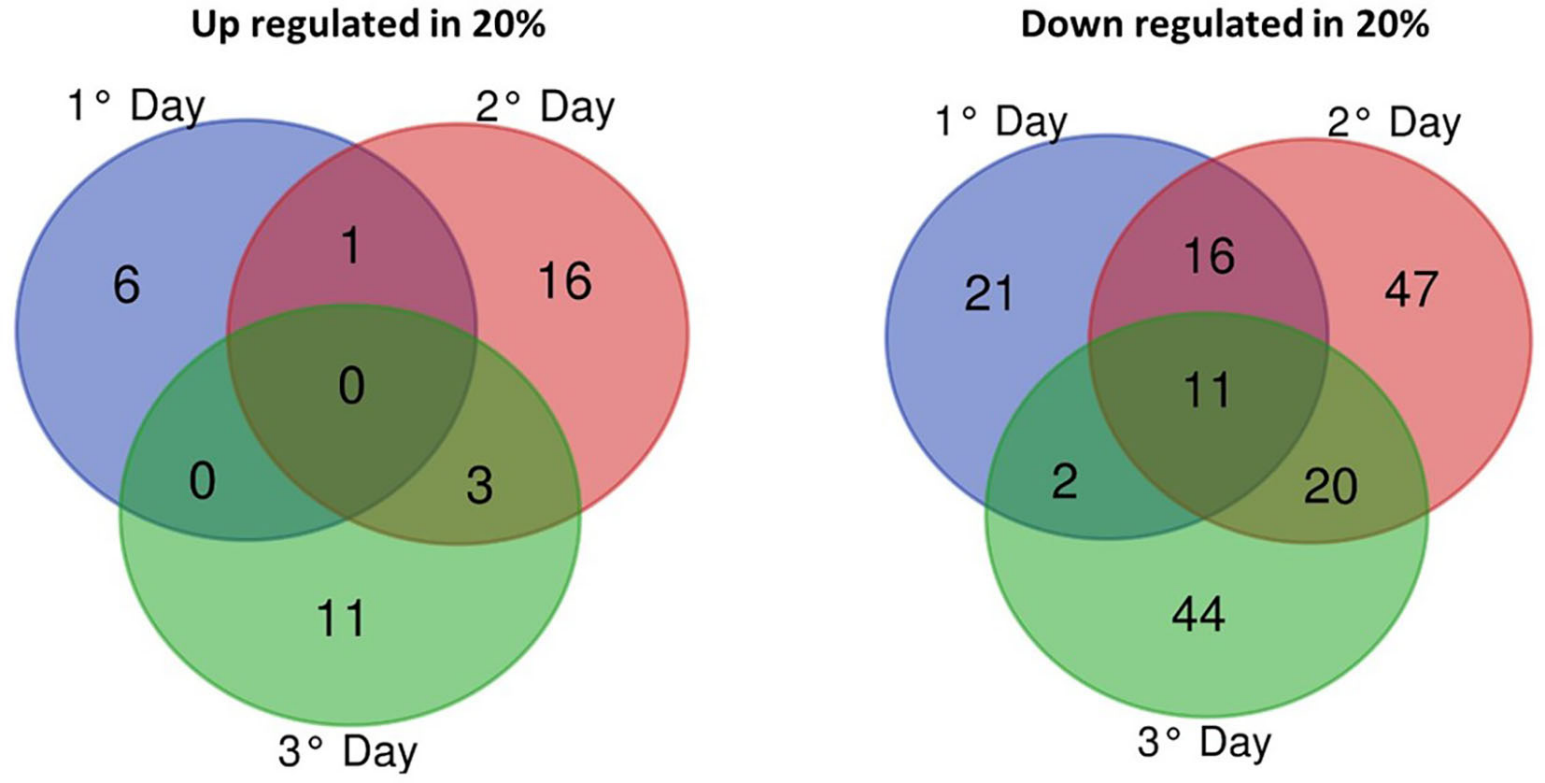
Venn diagram of differentially-expressed genes (log2-fold > 2 (upregulated) or < -2 (downregulated) of *B. bassiana* grown in liquid cultures supplemented with 20% vs. 10% glucose on days 1, 2, and 3 of fermentation. The cutoff used was false-discovery rate adjusted *p*-value less than 0.005 (FDR *p* < 0.005). DEGs, statistically significantly differentially-expressed genes (see also **Supplemental Table S3**).

The 37 genes upregulated in blastospores cultivated in the medium with 20% glucose were plotted in a heatmap to investigate these genes’ dynamism during the three days of cultivation (**Figure 5**, **Supplemental Table S3**). This process identified 17 genes assigned to hypothetical proteins with little or none annotated information available. 

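The 3 genes that were higher in 20% glucose on day 1 had a median log2-FC of 2.85 on that day, 0.69 on day 2 and -1.06 on day 3, and 1 of them was also called on day 2. The 10 genes of day 3 had a median log2-FC of 0.52 on day 1, 1.44 on day 2 and 2.38 on day 3. Of these 10, 9 had a log2-FC above 0 on day 2, and 2 were called on that day.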

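By the product names in Table S3, 11 of the 22 genes called here as higher in 20% glucose encode hypothetical proteins. Of the genes called as lower, 112 have a product name in that table, and 65 of these are hypothetical proteins.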

On day 1, few genes were found upregulated and were represented mainly by enzymes such as hydrolase (PF00561), trypsins (PF00089), dehydrogenase (PF00106), and an oxidase (PF08031) (**Figure 5**, **Supplemental Table S3**). However, on day 2, a more significant change in the expression of genes related to nutrient transport (PF07690), oxidoreductase (PF01593), catalase (PF00199), and other enzymes such as lipase (PF03583) and tyrosinase (PF00264) were observed. 

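The 3 genes called on day 1 were a putative hydrolase (BBAD15_g10665) and hypothetical proteins (BBAD15_g5450 and BBAD15_g9415). The hydrolase had 48.4 ± 7.64 CPM in 20% glucose and 5.06 ± 4.20 CPM in 10% glucose (SD, n = 3 each), a log2-FC of 3.08 (SE 0.44, adjusted p = 0.00114 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p rose above the threshold without replicate A of 10% glucose (0.0062) and without replicate A (0.0077), B (0.0106) or C (0.00555) of 20% glucose. BBAD15_g5450 had 226 ± 24.9 CPM in 20% glucose and 30.8 ± 8.71 CPM in 10% glucose (SD, n = 3 each), a log2-FC of 2.85 (SE 0.29, adjusted p = 8.87e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). BBAD15_g9415 had a log2-FC of 2.53 (SE 0.31). Through the Pfam codes in Table S3, 3 genes of the named families were found on its day 1 list, and 1 of them, the hydrolase, was called here. Their log2-FC on day 1 lay between 2.09 and 3.08, with adjusted p values of 0.00114 to 0.00858 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The gene with the oxidase code PF08031 in that table (BBAD15_g7387) had a log2-FC of 0.69 on day 1 (SE 1.31, adjusted p = 0.787 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.16 on day 3.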

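The 5 families named for day 2 each match 1 gene on the day 2 list of Table S3. The log2-FC of these genes lay between 2.17 and 2.82, and their adjusted p values between 0.00418 and 0.0299 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 5, the tyrosinase passed both thresholds.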

Many upregulated genes found on day 2 were then down-regulated on day 3, and new groups of genes related to oxidase (PF00890), beta-galactosidase (PF00703), and hypothetical proteins were upregulated. 

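The 12 genes called as higher in 20% glucose on day 2 had a median log2-FC of 2.78 on day 2 and 1.45 on day 3. On day 3, 11 of them still had a log2-FC above 0 and 2 were called as higher. None of the 12 was called as lower on day 3 by edgeR, and for 0 of them did the glucose effect differ between day 3 and day 2 past the thresholds; over all 7241 genes, that difference had an unadjusted p below 0.05 for 731 genes and was called for 4 by edgeR and for 21 by DESeq2. Table S3 lists 1 gene for each of the families named for day 3, the oxidase and the beta-galactosidase, and both of these 2 genes were called here, with log2-FC values of 2.12 and 2.26.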

Interestingly, the vacuolar calcium ion transporter (PF01699) and the sodium/potassium transporting ATPase (PF13246) were both strongly upregulated on day 2 when fungal cultures were grown with 20% glucose. This suggests blastospores on day 1 of fermentation relied on these proteins to maintain cation homeostasis through these cations’ active transport.

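The vacuolar calcium ion transporter (BBAD15_g10843) had 371 ± 326 CPM in 20% glucose and 7.85 ± 4.57 CPM in 10% glucose on day 2 (SD, n = 3 each). Its log2-FC was 5.58 (SE 0.85, adjusted p = 0.000234 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This was the largest positive log2-FC of all tested genes on that day. The sodium/potassium transporting ATPase (BBAD15_g9052) had 288 ± 228 CPM and 19.6 ± 15.5 CPM (SD, n = 3 each), a log2-FC of 3.90 (SE 0.66, adjusted p = 0.000675 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 20% glucose, replicate B stood apart from A and C in both genes, with 29.3 CPM against 405 and 679 for the calcium transporter and 34.0 CPM against 356 and 474 for the ATPase. Replicate C of 10% glucose had 36.8 CPM of the ATPase, so the groups overlapped for that gene. With each library left out in turn, the log2-FC of the calcium transporter stayed between 4.81 and 6.13 and past the thresholds. The adjusted p of the ATPase rose above the threshold without replicate A (0.00847) or B (0.0070) of 10% glucose. On day 1, the log2-FC was -0.26 (SE 1.03) for the calcium transporter and -0.23 (SE 0.81) for the ATPase, and on day 3 it was 0.22 (SE 1.15) and 0.46 (SE 1.02). The day 1 values turned positive without replicate B of 10% glucose, at 0.26 and 0.12, and that of the calcium transporter also without replicate A of 20% glucose, at 0.08. On day 3, the calcium transporter turned negative without replicate C of 10% glucose (-0.13) and without replicate A (-0.10) or B (-0.29) of 20% glucose. From the higher expression of both genes, the paper proposes that blastospores on day 1 relied on these proteins for cation homeostasis through active transport.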

**Figure 5:**
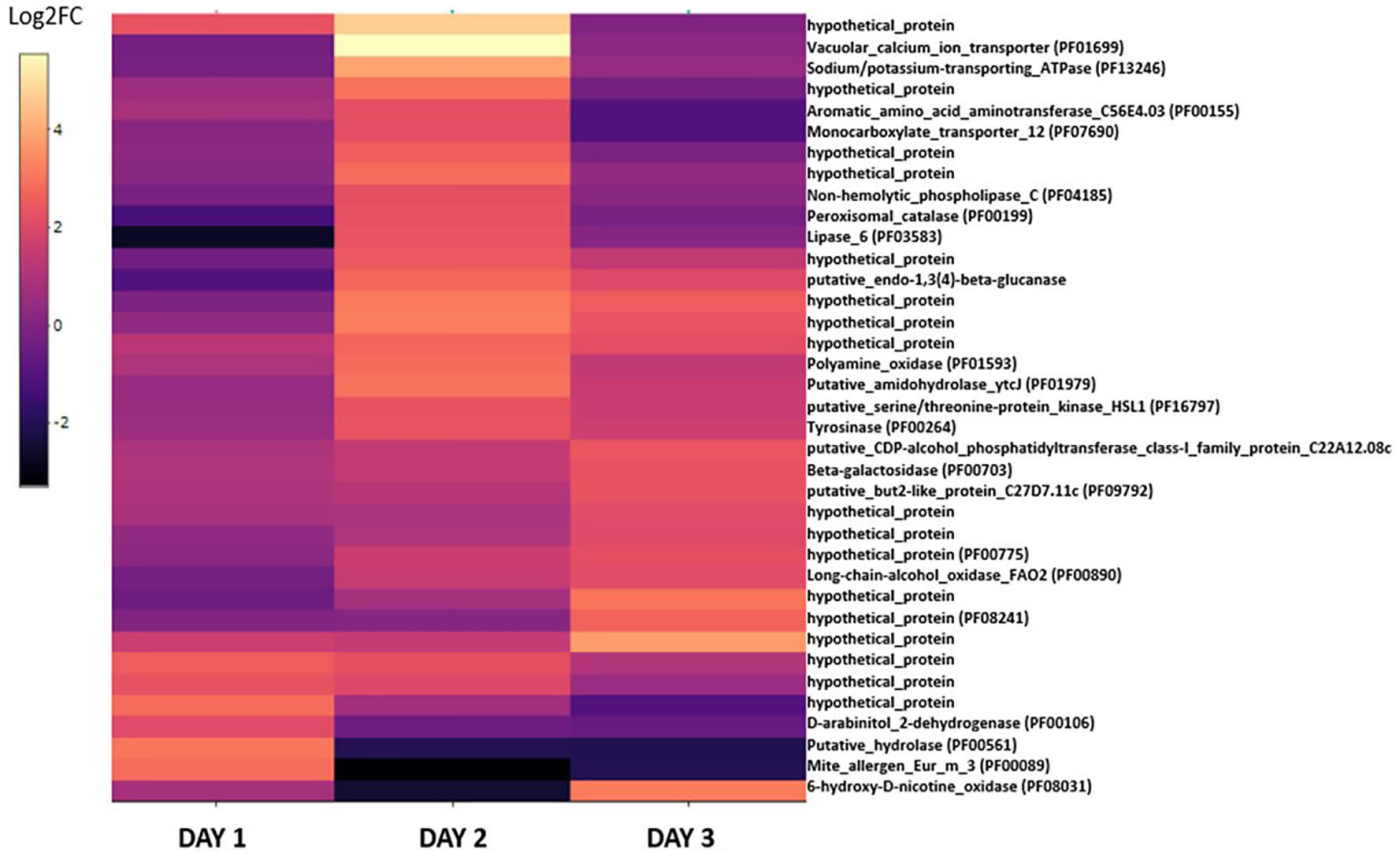
The heatmap displays the log_2_-fold changes of DEGs in the *B. bassiana* cultures grown under 20% glucose compared to 10% glucose-amended cultures. DEGs for at least one culture day (log2-FC > 2 (upregulated), FDR *p* < 0.005). In parentheses, the protein family code (pfam) provided when properly identified. Unknown proteins are assigned to “hypothetical proteins” (see also **Supplemental Table S3**).

### Comparisons Between Culture Days Within 20% or 10% Glucose Medium

To identify the primary biological processes involved in the rapid blastopores growth in 20% glucose medium, GO terms enriched on day 2 in relation to day 1 and day were contrasted with those found in blastospores population grown in 10%-glucose medium.

#### Gene-Set Enrichment Analysis

Comparing day 2 with day 1, 4 and 5 exclusive GO-terms assigned to biological processes enriched in blastospores grown in 10% and 20% glucose medium, respectively, and 5 common enriched GO-terms (**Figure 6A**, **Supplemental Table S2**). On day 2, 53 GO-terms were significantly (FDR *p* < 0.25) enriched in blastospores grown in 10% glucose medium; 9 biological processes, 4 cellular components, and 22 molecular functions (**Figure 6A**, **Supplemental Table S2**). Likewise, 32 GO-terms significantly (FDR *p* < 0.25) enriched were found in blastospores grown in 20% glucose medium, 5 biological processes, 1 cellular component, and 26 molecular functions (**Figure 6A**, **Supplemental Table S2**). The common enriched GO-terms on day 2 were assigned to biological processes such as lipidic metabolic process (GO:0006629), lipidic biosynthetic process (GO:0008610), mycotoxin biosynthetic process (GO:0043386), ATP hydrolysis coupled proton transport (GO:0015991), and response to oxidative stress (GO:0006096) (**Figure 6A**). These results suggest 5 biological processes occur in the exponential growth phase (day 2), regardless of the initial glucose concentration supplied in liquid cultures of *B. bassiana*.

**Figure 6:**
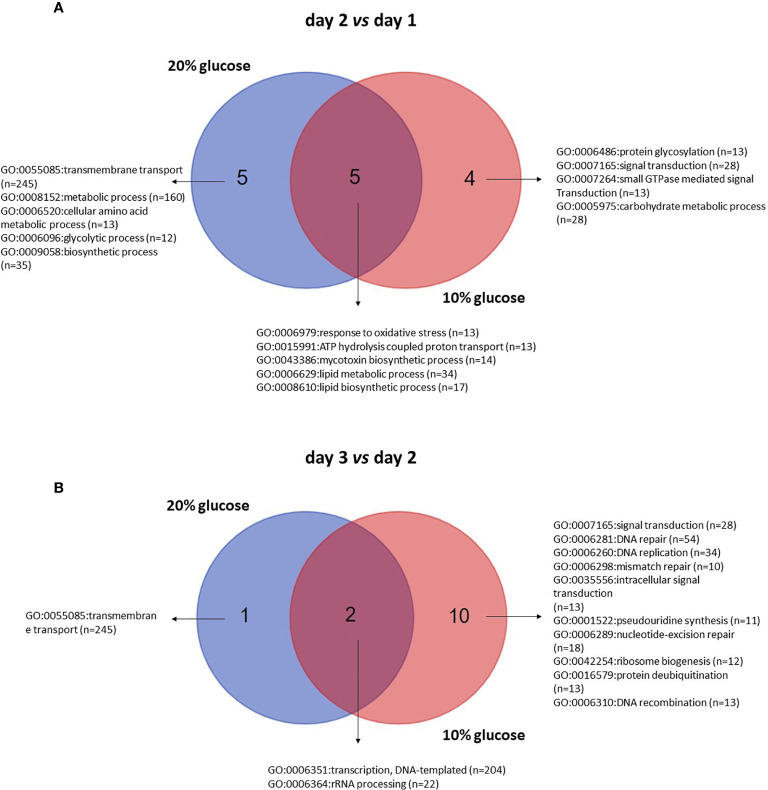
Venn diagram of enriched gene ontology (GO) terms for biological processes of blastospores of *B. bassiana* produced in medium amended with 20% or 10% glucose comparing day 2 with day 1 **(A)** and day 3 with day 2 **(B)** within each glucose concentration tested. FDR *p* < 0.25 (see also **Supplemental Table S4**).

Comparing day 3 with day 2, 10 exclusive GO-terms assigned to biological processes enriched in blastospores grown in 10%, 1 exclusive GO-term enriched in blastospores cultivated under 20% glucose, and 2 common enriched GO-terms (**Figure 6B**) were found. On day 3, 35 GO-terms were significantly (FDR *p* < 0.25) enriched in blastospores grown in 10% glucose medium; 12 biological processes, 4 cellular components, and 19 molecular functions (**Figure 6B**, **Supplemental Table S2**). Additionally, 13 GO-terms enriched in blastospores grown in the 20% glucose medium; 3 biological processes (**Figure 6B**), 2 cellular components, and 8 molecular functions (**Supplemental Table S2**). The common enriched GO-terms at day 3 were assigned to biological processes such as transcription, DNA-templated (GO:0006351), and rRNA processing (GO:0006364). The only exclusive GO-term assigned to biological processes enriched in blastospores cultivated with 20% glucose was transmembrane transport (GO:0055085). The most significant difference (*p* < 0.05) in blastospore yield between 10% and 20% glucose media was observed in the *in vivo* experiment on day 3 (**Figure 1A**). On day 3 of cultivation, the blastospore concentration was twice greater in 20% glucose than when grown in 10% glucose.

#### Differentially Expressed Genes

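Between day 1 and day 2, 878 genes passed both thresholds in 10% glucose and 704 in 20% glucose, compared with 37 and 40 genes between day 2 and day 3. With each library left out in turn, the first pair of counts stayed between 840 and 957 and between 652 and 722. With an adjusted p below 0.05 and a log2-FC above 1 or below -1, these comparisons gave 2488 and 2033 genes, and with Bonferroni adjustment 543 and 415.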

The most considerable difference in gene expression of blastospores grown in different glucose concentrations (10% or 20%) was observed on day 2 compared to day 1, regardless of the initial glucose titer. A total of 507 down-regulated genes and 195 upregulated genes were observed on day 2 compared to day 1 for fungus grown with 20% glucose, and 560 upregulated and 259 down-regulated on day 2 compared to day 1 for fungus grown with 10% glucose (**Supplemental Table S3**). Additionally, 371 common upregulated genes on day 2 compared to day 1 when blastospores were produced with either 10% or 20% glucose medium with a significant number (n=181) classified as “hypothetical proteins”. Also, 189 and 137 genes were upregulated at day 2 in 10% and 20% glucose medium, respectively (**Supplemental Table S3**). 

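In 10% glucose, 599 genes were higher on day 2 than on day 1 and 279 were lower. In 20% glucose, 520 genes were higher on day 2 than on day 1 and 184 were lower. The sheet of Table S3 for this comparison in 20% glucose gives day 1 relative to day 2, and it was used with 644 of the 702 rows. The ferric reductase transmembrane component (BBAD15_g1921) rose in 10% glucose from 2.83 ± 1.88 to 3916 ± 451 CPM (SD, n = 3 each), a log2-FC of 10.55 (SE 0.35, adjusted p = 4.12e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). BBAD15_g6286 had 1 read in 10% glucose on day 1 and 848 ± 197 CPM on day 2, a ratio of 3728 (95% interval 668.5 to 147300). In 20% glucose it rose from 0 reads to 519 ± 61.6 CPM, at least 817-fold higher. An extracellular metalloprotease (BBAD15_g2188) had log2-FC values of -6.50 in 10% glucose (SE 0.38, adjusted p = 6.8e-11) and -8.39 in 20% glucose (SE 0.38, adjusted p = 4.49e-12, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).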

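In both glucose titers, 398 genes were higher on day 2 than on day 1, and no gene was called in opposite directions. Across the 7241 genes, which are not independent replicates, the log2-FC between the days in 10% glucose correlated with that in 20% glucose with a Pearson's r of 0.849 and a Spearman's rho of 0.792. These fold changes share no library.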

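In 10% glucose alone, 201 genes were called as higher on day 2. Of these, 189 also had a log2-FC above 0 in 20% glucose and 151 had one above 1. Of the genes called as higher on day 2 in 20% glucose alone, 95.9% had a log2-FC above 0 in 10% glucose, and 70.5%, or 86 genes, had one above 1. The difference between the glucose titers itself passed the thresholds for 10 genes of the first set and for 6 of the second.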

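In 10% glucose, 25 of the 37 genes called between day 3 and day 2 were lower on day 3, that is, higher on day 2, and 12 were higher on day 3. Zinc finger protein rsv2 (BBAD15_g12044) fell from 2201 ± 592 to 285 ± 22.2 CPM (SD, n = 3 each), a log2-FC of -2.95 (SE 0.36, adjusted p = 8.43e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A hypothetical protein (BBAD15_g11625) rose from 5.40 ± 1.83 to 55.6 ± 8.32 CPM (SD, n = 3 each), a log2-FC of 3.38 (SE 0.47, adjusted p = 0.000217 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 37 genes became 18 without replicate A of day 2 and 22 without replicate A of day 3. With an adjusted p below 0.05 and a log2-FC above 1 or below -1, 239 genes were called.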

Comparing day 2 with day 3, 49 DEGs were found in 10% glucose medium, of which 37 were upregulated and 12 were down-regulated. Conversely, 73 DEGs were found in 20% glucose medium, of which 24 were upregulated and 49 downregulated. 

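In 20% glucose, 22 of the 40 genes called were lower on day 3 than on day 2 and 18 were higher. L-sorbose 1-dehydrogenase (BBAD15_g9272) rose from 140 ± 45.3 to 1565 ± 244 CPM (SD, n = 3 each), a log2-FC of 3.48 (SE 0.30, adjusted p = 8.44e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The vacuolar calcium ion transporter (BBAD15_g10843) had a log2-FC of -4.77 (SE 0.81, adjusted p = 0.0015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That p rose above the threshold without replicate A (0.00613) or C (0.00661) of day 2 and without replicate A (0.00904), B (0.0111) or C (0.0137) of day 3. The 40 genes became 23 without replicate A of day 2, and 24, 24 and 25 without replicates A, B and C of day 3. Without replicate B of day 2, 40 genes were lower on day 3. DESeq2's Wald test called 61 genes.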

Only 4 genes were commonly upregulated on day 3 for both 10% and 20% glucose enriched cultures; 3 of them were classified as “hypothetical proteins” (BBAD15_g2461, BBAD15_g7457, BBAD15_g5885), and 1 (BBAD15_g4395) was an isoflavone reductase (**Supplemental Table S3**), which is involved in the pathway pterocarpan phytoalexin biosynthesis.

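Of these 4 genes, BBAD15_g7457 passed the thresholds in both glucose titers. It rose from 9.33 ± 1.32 to 65.3 ± 17.7 CPM in 10% glucose (SD, n = 3 each), a log2-FC of 2.79 (SE 0.38, adjusted p = 0.00019 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 20% glucose, its log2-FC was 2.27 (SE 0.45, adjusted p = 0.0044 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass without replicate A (0.0307) or B (0.0211) of day 2 and without replicate B (0.0420) or C (0.0214) of day 3, nor with the replicate letter as a block (0.00795). The other 3 genes passed in 10% glucose, with log2-FC values of 2.65 for BBAD15_g2461, 4.88 for BBAD15_g5885 and 2.81 for the isoflavone reductase. In 20% glucose, these were 2.39, 4.00 and 2.29, with adjusted p values of 0.00591, 0.0065 and 0.0139 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2's Wald test called all 4 genes in both glucose titers, with adjusted p values of 0.000263, 0.00136 and 0.000825 for these 3 in 20% glucose. In 10% glucose, BBAD15_g2461 did not pass without replicate A (0.0242) or B (0.0165) of day 2 or replicate A (0.0210) or C (0.0131) of day 3. BBAD15_g5885 did not pass there without replicate A (0.0152), B (0.00667) or C (0.0089) of day 2 or replicate B of day 3 (0.00724), and the isoflavone reductase without replicate B (0.00525) or C (0.00679) of day 3.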

### Expression of Heat Shock Protein Genes and Key Genes Associated With Response to Stress Conditions and High Osmolarity Glycerol Pathway

In the *B. bassiana* GHA, 13 homologs HSP were identified out of the 14 HSP involved in stress responses, virulence, and cell wall integrity identified by Wang et al. (2020) in the *B. bassiana* ARSEF2860 genome. The expression of the 13 HSP70s homologous genes did not differ statistically between blastospores produced in 20% and 10% glucose, within each culture day (log2-FC > 2 < -2, FDR *p* < 0.005) (**Supplemental Table S4**). However, when fixing the glucose concentration and comparing the gene expression between culture days, 2 HSP70 homologs were found and are located in the cell cytoplasm: heat shock protein Ssb1 (BBAD15_g2252) and heat shock protein Ssz1 (BBAD15_g4682). Both were upregulated at day 1 compared to day 2 in blastospores grown in 20% and 10% glucose amended medium. 

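Of the 13 homologs, 10 had enough reads to be tested. None passed the thresholds on any of the 3 days by edgeR or by DESeq2. At an unadjusted p below 0.05, edgeR gave 1, 5 and 0 of them on days 1, 2 and 3, and DESeq2 gave 2, 5 and 0. Adjusted over the list alone, 0, 5 and 0 homologs had a p below 0.05. The log2-FC of the homologs lay between 0.00 and 0.42 on day 1, between -1.19 and 0.48 on day 2 and between -0.27 and 0.15 on day 3. The lowest value, on day 2, belonged to BBAD15_g7647, with 5213 ± 759 CPM in 20% glucose and 11891 ± 3033 CPM in 10% glucose (SD, n = 3 each; SE 0.20, adjusted p = 0.000551 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).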

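Ssb1 (BBAD15_g2252) had 2139 ± 115.3 CPM on day 1 and 486 ± 54.3 CPM on day 2 in 20% glucose (SD, n = 3 each). From day 1 to day 2 its log2-FC was -2.14 (SE 0.16, adjusted p = 3.25e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 10% glucose, it had 1730 ± 161 and 437.5 ± 40.1 CPM (SD, n = 3 each), a log2-FC of -1.98 (SE 0.16, adjusted p = 6.05e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ssz1 (BBAD15_g4682) fell by 2.04 on the log2 scale in 20% glucose and by 1.93 in 10% glucose (SE 0.17 each). In 10% glucose, both genes stayed within 2 on the log2 scale, and so 0 homologs were called by edgeR or by DESeq2, while 7 had an unadjusted p below 0.05 by either tool. Ssb1 passed there without replicate A (-2.02) or C (-2.03) of day 1 or replicate B (-2.06) or C (-2.01) of day 2. Ssz1 passed there without replicate A of day 1 (-2.03) or of day 2 (-2.01), and in 20% glucose it did not pass without replicate A of day 2 (-1.94).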

Considering MAPK genes associated with the HOG pathway characterized by Liu et al. (2017), no statistical differences in the expression of homologs of *B. bassiana* D1-5 genes: *Ste11* (BBAD15_g9298), *Ssk2* (BBAD15_g1898), *Pbs2* (BBAD15_g4699), and *Hog1* (BBAD15_g6467), between blastospores produced in 20% and 10% glucose, within each culture day, nor between culture days when fixing glucose concentration (log2-FC > 2 < -2, FDR *p* < 0.005) (**Supplemental Tables S3** and **S4**). 

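Of these 4 kinases and Ssk1 (BBAD15_g8860), 0 passed the thresholds on any day or between days in either glucose titer, by edgeR or by DESeq2. Between 20% and 10% glucose, 2, 0 and 1 of the 5 genes had an unadjusted p below 0.05 on days 1, 2 and 3 by edgeR, and 2, 0 and 1 by DESeq2. Adjusted over the list alone, 0 genes had a p below 0.05 on each day. From day 1 to day 2, 3 genes in 10% glucose and 2 in 20% glucose had an unadjusted p below 0.05 by either tool. From day 2 to day 3, the numbers were 1 and 0 by either tool. The log2-FC of Ste11 between 20% and 10% glucose was 0.25, -0.34 and -0.46 on days 1 to 3 (SE 0.21, 0.20 and 0.21). That of Pbs2 was -0.37, -0.12 and -0.08 (SE 0.27, 0.29 and 0.32), and its sign changed on each day with 1 library left out. These changes were 0.08 without replicate B of 10% glucose on day 1 and 0.10 without replicate C of 10% glucose on day 2. On day 3, they were 0.16 without replicate B of 10% glucose and 0.05 without replicate A of 20% glucose.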

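Ssk2 (BBAD15_g1898) had 167 ± 10.4 CPM in 20% glucose and 140 ± 6.92 CPM in 10% glucose on day 1 (SD, n = 3 each), a log2-FC of 0.26 (SE 0.20, adjusted p = 0.463 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2-FC was 0.32 (SE 0.21, adjusted p = 0.438) on day 2 and 0.11 (SE 0.21, adjusted p = 0.908) on day 3, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Hog1 (BBAD15_g6467) had 124.6 ± 9.88 CPM in 20% glucose and 88.5 ± 36.0 CPM in 10% glucose on day 1 (SD, n = 3 each), a log2-FC of 0.48 (SE 0.22, adjusted p = 0.209 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On days 2 and 3, it was 0.42 (SE 0.22, adjusted p = 0.312) and 0.12 (SE 0.23, adjusted p = 0.909), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 6 values stayed above 0 with each library left out in turn. For Hog1 on day 1, the value was 0.19 without replicate B of 10% glucose, and the lowest was 0.03 for each gene on day 3. For Ssk2, the range was 0.14 to 0.54 on day 2. On day 3, both values were smaller than their standard errors.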

Although, the genes *Ssk2* and *Hog1* were found to be active (log2 -FC > 0) in 20% glucose medium in all culture days compared to 10% glucose (**Figure 8**). However, the homologs of the sensing protein Wsc1 (BBAD15_g1986), localized in the vacuoles and cell wall/membrane in *B. bassiana*, were upregulated on day 2 compared to day 1 in blastospores produced with both 20% and 10% glucose (**Supplemental Table S3**).

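Wsc1 (BBAD15_g1986) rose in 10% glucose from 21.1 ± 15.6 CPM on day 1 to 238 ± 59.3 CPM on day 2 (SD, n = 3 each), a log2-FC of 3.58 (SE 0.36, adjusted p = 1.21e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 20% glucose, it rose from 15.0 ± 2.49 to 80.0 ± 25.6 CPM (SD, n = 3 each), a log2-FC of 2.42 (SE 0.37, adjusted p = 2.97e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, both changes stayed past the thresholds. On day 2, Wsc1 was lower in 20% than in 10% glucose, with a log2-FC of -1.56 (SE 0.32, adjusted p = 0.00394 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference between the glucose titers in the change from day 1 to day 2 was -1.17 on the log2 scale (adjusted p = 0.229 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -1.87 (0.00798) without replicate B of 10% glucose on day 1 and -0.76 (0.357) without replicate C, and over all alternatives the adjusted p ran from 0.00798 to 0.420.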

**Figure 8:**
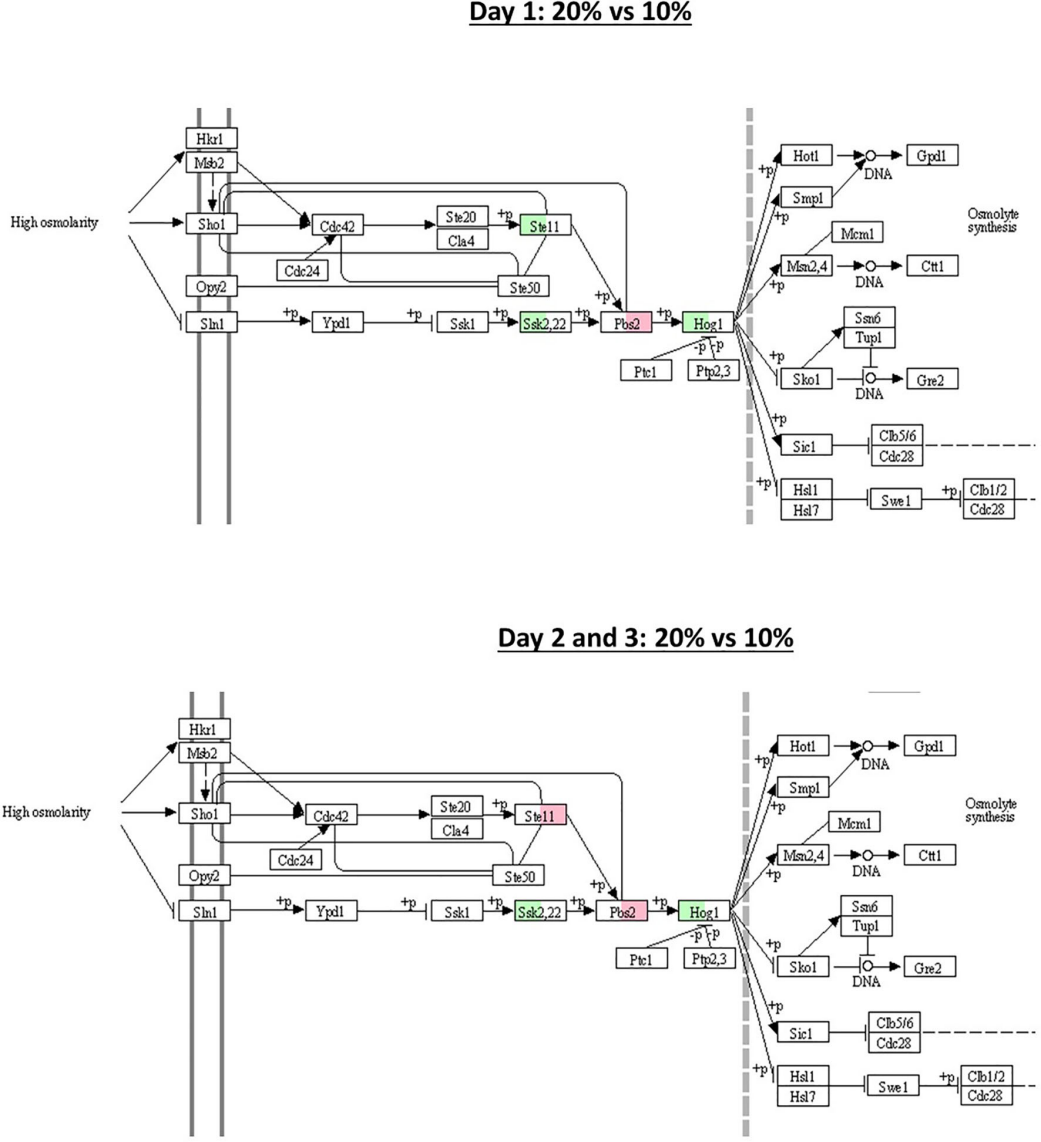
Schematic illustration of MAPK-signaling pathway with 5 selected genes (*Ssk1*, *Pbs2*, *Ste11*, *Hog1*, and *Ssk2*), known to be associated with response to osmotic stress. Green and red boxes indicate the gene is active (log2-FC > 0) in 20% and 10% glucose (log2-FC < 0) treatment, respectively (see also **Supplemental Table S4**). The pathway was obtained from the Kyoto Encyclopedia of Genes and Genomes pathway (KEGG) database.

Because the media conditions suggest osmotic stress tolerance responses may be an essential factor in promoting this morphology’s development, 40 genes were reviewed involved in osmotic stress in *B. bassiana*, summarized in Ortiz-Urquiza and Keyhani (2016). The identification of 9 homologous genes were found in *B. bassiana* GHA involved in osmotic stress response in blastospores grown with 20% vs. 10% glucose on days 1, 2, and 3 of fermentation (log2-FC >1 or < -1 in at least one of culture days) (**Figure 7**, **Supplemental Table S4**). 

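Of the 40 genes in the osmotic stress list of Table S4, 38 had enough reads to be tested. On at least 1 day, 5 of the 38 had a log2-FC above 1 or below -1, and 3 of these had an adjusted p below 0.05, counted over all genes tested or adjusted over the list alone. None passed the thresholds for DEGs by edgeR or DESeq2, while 5, 10 and 7 had an unadjusted p below 0.05 by edgeR on days 1, 2 and 3, and 6, 11 and 8 by DESeq2. On day 2, Sod1 (BBAD15_g4716) had a log2-FC of 1.34 (SE 0.25, adjusted p = 0.00164 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 535 ± 105 CPM in 20% glucose and 211 ± 36.3 CPM in 10% glucose (SD, n = 3 each). Cal1 (BBAD15_g10151) had -1.32 (SE 0.34, adjusted p = 0.0210 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) on that day. Gpcr (BBAD15_g8874) had 18 reads over all libraries and was not tested. Without a filter on low counts or with the replicate letter as a block, 6 genes had a log2-FC above 1 or below -1. Without replicate B of 20% glucose on day 2, it was 3.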

During the early phase of culture growth, at day 1 with 20% glucose, *B. bassiana* oxidative and osmotic related genes upregulated included the class I hydrophobin, *Hyd1* (BBAD15_g6903), and the mitochondrial membrane protein, Ohmn (BBAD15_g7953). These results inspired a closer look at the expression of these genes. 

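On day 1, Hyd1 (BBAD15_g6903) had 7208 ± 931 CPM in 20% glucose and 5025 ± 1682 CPM in 10% glucose (SD, n = 3 each), a log2-FC of 0.52 (SE 0.30, adjusted p = 0.315 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2-FC was 1.13 (SE 0.31, adjusted p = 0.0274 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) on day 2 and 0.58 (SE 0.30) on day 3. With each library left out in turn, these ran from 0.28 to 0.75, 0.78 to 1.39 and 0.36 to 0.73. The mitochondrial membrane protein gene (BBAD15_g7953) had 111.05 ± 8.32 CPM in 20% glucose and 93.7 ± 37.2 CPM in 10% glucose on day 1 (SD, n = 3 each), a log2-FC of 0.26 (SE 0.39, adjusted p = 0.723 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2-FC was -1.10 (SE 0.46) on day 2 and -0.60 (SE 0.58) on day 3. These values depended on single libraries, with 0.03 without replicate C and 0.61 without replicate B of 10% glucose on day 1, -0.38 without replicate C of 10% glucose on day 2, and -0.10 without replicate A of 10% glucose on day 3.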

*Hyd1* was highly expressed under all time points and both glucose rates, so a compiled list of the most expressed genes were made (**Supplemental Table S5**). 

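By share of TPM, Hyd1 ranked between 1 and 15 among all features of a library. It was among the first 5 in 13 and among the first 10 in 15 of the 18 libraries. In 10% glucose on day 2 it ranked 14 or 15 in all 3 libraries, while the paper's discussion places it in the top 5 throughout. In 10% glucose it held 1.39 ± 0.519% of all TPM on day 1, 0.611 ± 0.0767% on day 2 and 1.15 ± 0.309% on day 3 (SD, n = 3 each). In 20% glucose, the shares were 2.03 ± 0.224%, 1.53 ± 0.52% and 1.70 ± 0.393% (SD, n = 3 each). Its 106391 reads over all libraries included 2 that were not uniquely mapped.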

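Together, the 6 genes of Table S5 held 5.16 ± 0.266% of all TPM in 10% glucose on day 1 and 5.48 ± 0.0735% in 20% glucose (SD, n = 3 each). On day 2 they held 12.8 ± 0.744% and 9.23 ± 0.491%, and on day 3 11.5 ± 0.965% and 10.6 ± 0.530%. Over all libraries the mean was 9.11%, and by share of counted reads, which is not divided by gene length, it was 3.74%. The clock-controlled protein 6 (BBAD15_g4678) ranked 1 or 2 in all 18 libraries, and the GPI anchored serine-rich protein (BBAD15_g1869) ranked 2 to 10. The hypothetical protein BBAD15_g11379 held 0.00429 ± 0.000386% in 10% glucose and 0.00306 ± 0.000479% in 20% glucose on day 1 (SD, n = 3 each), with ranks of 3803 to 5245. On day 2, it held 4.90 ± 1.08% and 0.924 ± 0.329%, and on day 3 4.45 ± 0.318% and 2.81 ± 0.681%. The hypothetical proteins BBAD15_g8119 and BBAD15_g8852 ranked 231 to 734 and 65 to 334 on day 1, and 2 to 8 and 3 to 12 on days 2 and 3. The columns of Table S5 hold fractions rather than percentages: of its 36 values, 33 lie within 10% of the fraction computed here for the other glucose titer, and 5 within 10% of that for the titer in the column's name.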

All 6 genes were highly expressed, and represented the most expressed genes under all time points and both glucose rates. The genes with known function represent proteins associated with the cell wall, which is consistent with these proteins being the basic cell building blocks for these propagules.

**Figure 7:**
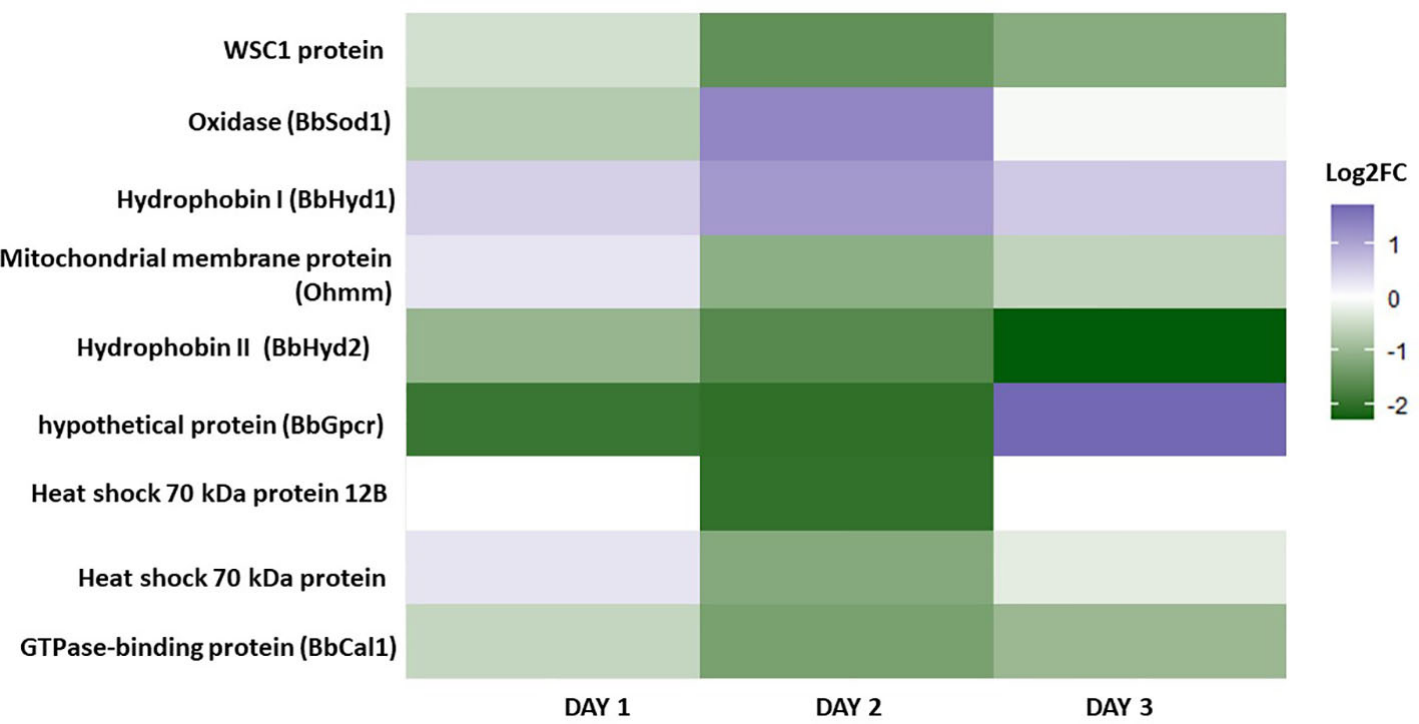
Heatmap depicting the gene expression of nine genes associated with osmotic stress in *B. bassiana* blastospores grown in liquid cultures supplemented with 20% vs. 10% glucose on days 1, 2, and 3 of fermentation (log2-FC >1 or < -1 in at least one of culture days) (see also **Supplemental Table S4**).

In summary, by mapping key genes (*Ssk1*, *Pbs2*, *Ste11*, *Hog1*, and *Ssk2*) involved in the osmotic stress response in *B. bassiana* growing under 20% glucose (hyperosmotic medium) in relation to 10% glucose medium, we found implications of the HOG signaling pathway with upregulation of homologous genes *Ssk2* and *Hog1* for all time points of cultivation (**Figure 8**). These two genes are associated with cell osmoregulation leading to osmolyte synthesis and enhanced blastospore yield.

### Gene Expression of Key Blastospores-Related Genes *via* qRT-PCR

The expression of key genes involved in oxidative/respiration, carbon catabolite, cell wall synthesis, and osmoregulation pathways were tested via qRT-PCR. This was used to identify the essential fungal genes needed during blastospore growth under increased glucose rates on different fermentation days (**Figure 9**). The most pronounced gene expression, down- or upregulated, was seen at day 2 of cultivation, which coincided with the intense metabolic activity (catabolism and anabolism) during log-growth phase of *B. bassiana* blastospores. Notably, the expression level peak of all genes analyzed through qRT-PCR occurred with the growth peak of blastospores grown in 20% glucose (ANOVA, *p* < 0.05), which was the highest osmotic pressure simulated in this study (**Figure 9A**). Of particular interest, the gene expression profile showed strongly upregulated genes related to cell growth and cellular multiplication from day 2 to day 3 of development, compared to day 1, where genes were weakly expressed (**Figure 9B**). In this sense, all genes were highly upregulated after 2 days of cultivation in 20% glucose medium. More interestingly, the transcript levels of an osmosensor gene (BBAD15_g6196) were significantly upregulated at 20% glucose-enriched medium with a peak at day 2 and was maintained until day 3 of cultivation. Osmosensor gene expression levels initiated with an 8% glucose-amended medium and then continued to increase with the glucose gradient up to 20% (**Figure 9B**).

**Figure 9:**
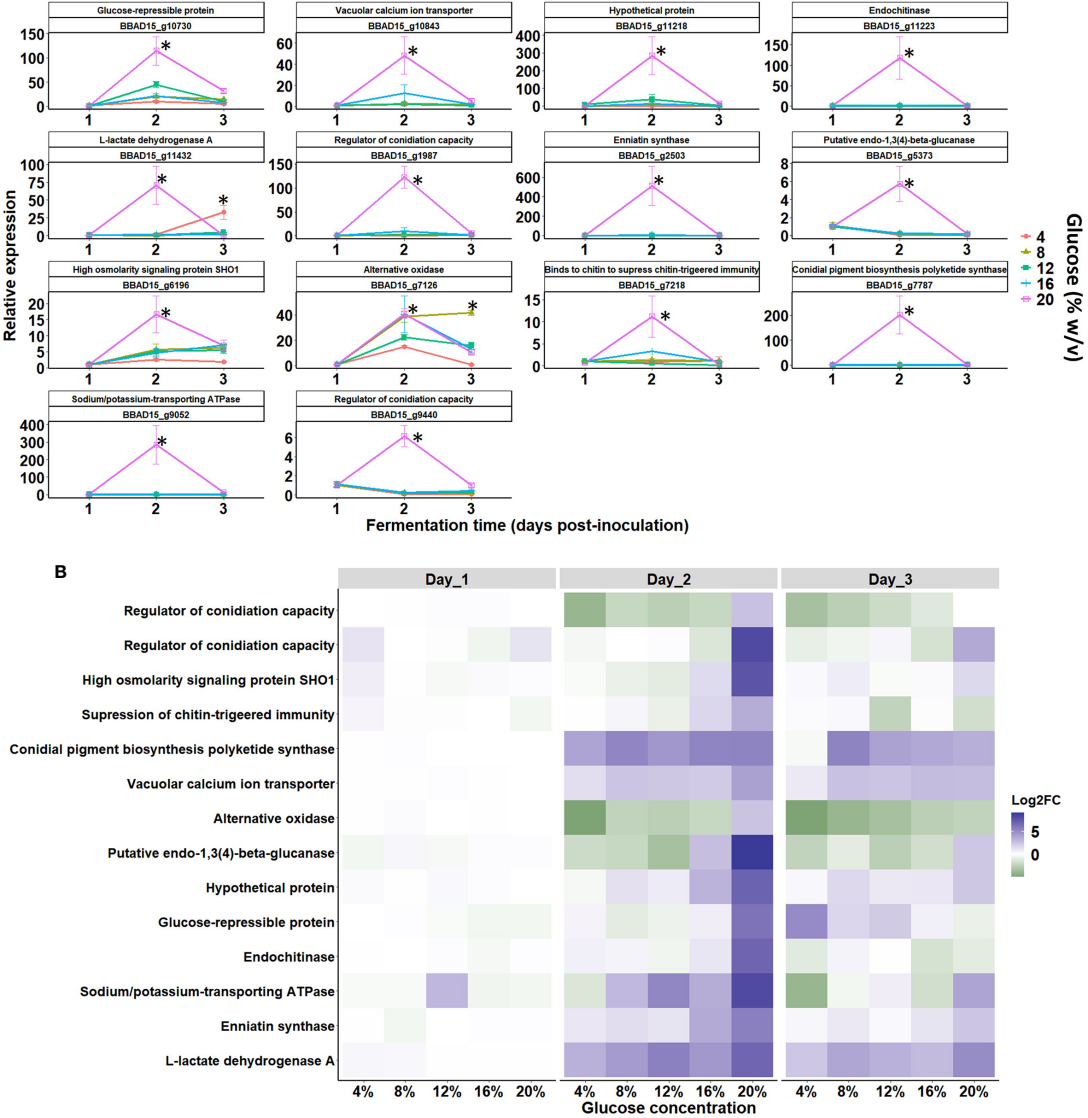
Gene expression of key blastospore-related genes *via* qPCR during growth stages of *B. bassiana* in response to an increased glucose gradient. **(A)** Temporal elicitation of selected *B. bassiana* genes (expressed in fold change values normalized by the reference actin gene *via* ΔΔCt method) during the blastospore growth stages: early (day 1), middle (day 2), and late (day 3) responses under liquid fermentation (mean ± standard error). Significant differences between glucose concentrations within each growth phase are indicated by asterisks (*p* < 0.05*) according to ANOVA. **(B)** Heatmap shows gene expression patterns at 1, 2, and 3 days post-inoculation and mean log_2_ fold change values from three biological replicates and two technical replicates. The log2-FC values and the color scale are shown at the right of the heat map, where blue indicates upregulation, while green indicates downregulation.

Furthermore, a high expression of two genes involved in regulating conidiation capacity was recorded in cultures grown with 20% glucose on day 2 compared to cultures grown at lower glucose levels (≤ 16% glucose) (**Figure 9B**). On day 3, the activity of endochitinase, beta-glucanase, and regulatory conidiation encoding genes decreased. Finally, analysis of gene BBAD15_g7126, which encodes for alternative oxidase (AOX), revealed a strong upregulation at all five glucose titers at day 2 and 3 of cultivation. Interestingly, gene regulation was slight or null on day 1 of cultivation, but on day 2, all genes were mostly upregulated with pronounced induction of all genes in blastospores grown under 20% glucose on day 2. During day 3, expression levels declined for most genes, irrespective of glucose concentration (**Figure 9B**).

## Discussion

Dimorphic growth characterized by the hyphae-blastospores transition in filamentous (anamorphic) entomopathogenic fungi is intriguing, primarily on how environmental and nutritional cues under certain liquid culture conditions trigger this transitional development into blastospores. This dimorphism of hyphae-blastospores in the host hemolymph is also critical for pathogen virulence (Wang et al., 2008; Ortiz-Urquiza and Keyhani, 2013). Previous studies have asserted that the coupling of high oxygenation and high glucose concentrations remarkably boost *in vitro* submerged multiplication of blastospores of *B. bassiana*, *Cordyceps javanica* and *Metarhizium robertsii* compared to cultures grown with low to moderate levels of glucose and aeration (Mascarin et al., 2015a; Mascarin et al., 2015b; Mascarin et al., 2016; Jaronski and Mascarin, 2017; Iwanicki et al., 2019; Iwanicki et al., 2020b). As a result, this combination of high osmotic pressure and oxygenation in the medium leads to an increased cell weight yield of a culture primarily composed of blastospores in 2 to 3 days of cultivation. In this regard, our results sheds light on the metabolic pathways linked to blastospore formation in highly aerated, glucose-rich cultures induced by oxidative and osmotic stresses that result in increased blastospore yield of *B. bassiana*. A high specific growth rate accompanied this improved blastospore yield, revealing an essential role of hyperosmolarity imposed by high glucose rate on the accelerated growth kinetics of blastospores, mainly represented by smaller (shrinkage) cells compared to those produced with low titers of glucose (≤10%), as noted by Mascarin et al. (2015b). The underlying molecular mechanisms involved with intense transmembrane transport, intracellular carbohydrate metabolism, intense antioxidant activity due to oxidative stress, enriched HOG-signaling pathway in response to osmotic stress, and DNA replication/transcription are boosted in day 2 with 20% glucose. This is the period with a distinct log-growth phase reflected in higher numbers of blastospores compared to cultures grown in 10% glucose. Future efforts to identify the underlying molecular mechanisms of cell shrinkage, osmoregulation, and cell cycle machinery should be related to kinetic growth dynamics and the multiplication of blastospores.

Our results indicate that the culture condition responses on day 1 were more pronounced in blastopores grown in a hyperosmotic medium amended with 20% than with 10% glucose. Although no differences in blastospore yield were observed on day 1 cultivated in 10% and 20% glucose media, our results showed a high number of enriched biological processes in blastopores grown in 20% glucose. The processes are associated with sensing and signal transduction, transport of protons against an electrochemical gradient using energy from ATP hydrolysis, proteins, amino acids, carbohydrate transport, and fatty acids biosynthesis. To maintain the shape and redox balance in the cytosol for optimal functioning of biochemical reactions in hyperosmotic conditions, yeast and other filamentous fungi use signal transduction process to respond rapidly by increasing intracellular solute concentrations, such as free amino acids, sugars, and fatty acids (Cliquet and Jackson, 1999; Westfall et al., 2004; Ding et al., 2019). Consequently, the rapid increase in solute concentration in the cytosol requires high ATP consumption by cells, which does not contribute to biomass synthesis (Varela et al., 2004). In hypersaline conditions, the halophilic fungus *Aspergillus montevidensis* accumulate fatty acids, amino acids, and soluble sugars to keep osmotic balance (Ding et al., 2019). Therefore, our findings indicate the 20% glucose medium triggers a rapid metabolic response of blastospores to deal with the imbalance in redox state by exchanging ions and accumulating solutes as observed by (Westfall et al. (2004) and Salmerón-Santiago et al. (2011) regarding fungal stresses.

Although we determined blastospores cultivated on high glucose (20%) concentration activate several more metabolic responses than those grown on 10% glucose on the first day of culture, we did not observe statistically significant gene expression differences (log2-FC > 2 < -2, FDR *p* < 0.005) among several MAPK homologous to *B. bassiana* ARSEF 2860 (Liu et al., 2017) associated with the HOG pathway. However, some individual genes were upregulated when using lower thresholds in the 20% glucose medium, as identified in **Figure 8**. In this sense, we hypothesized blastospores grown in 10% and 20% glucose medium are both under osmotic stress and activate genes associated with the HOG pathway at similar intensity.

Besides MAPK proteins associated with the HOG pathway, other important groups of proteins involved in response to stress conditions are the heat shock proteins (Hsps). Here, we identified two Hsps homologs to *Ssb1* (BBAD15_g2252) and *Ssz1* (BBAD15_g4682) upregulated at day 1 compared to day 2 in blastospores grown in 20% and 10% glucose. In *B. bassiana* ARSEF 2860, *Ssz1* and *Ssb1* homologous play similar roles as *FgSsb* and *FgSsz* in *Fusarium graminearum* (Liu et al., 2017) to tolerate high osmolarity and heavy metal cations (Wang et al., 2020), while in *Magnaporthe oryzae*, homologous to HSP *Ssb1* (*MoSsb1*) and HSP *Ssz1* (*MoSsz1*) were shown to be crucial for cell wall integrity, pathogenicity, growth, and conidiation (Yang et al., 2018). Altogether, these results indicate *Hsp, Ssb1* and *Ssz1* may be associated with sensing osmotic stress in blastospores, especially on day 1, regardless of the two glucose concentrations tested. These *Hsp* were not differently expressed on day 2, regardless of glucose concentration, indicating blastospores successfully respond to external stimuli. However, on day 2, blastospores had upregulated a gene homologous to *Wsc1* (BBAD15_g1986) protein, regardless of glucose concentration. Tong et al. (2019) characterized the functionally of WSC domain-containing protein Wsc1 in *B. bassiana* describing it as responsible for sensing multiple stress cues upstream of the Hog1 signaling pathway. These findings indicate blastospores might require genes homologous to the Wsc1 protein gene to deal with osmotic stress.

Our results from RNAseq analyses showed a remarkable variation in gene expression along the timeline of the experiment. Time accounted for 75% of the data variation, according to PCA-plot. Higher differences in gene expressions were observed on day 2 compared to day 1 of growth, regardless of glucose concentration. Enriched biological processes associated with DNA activities were observed in blastospores cultivated in 20% glucose on day 2. This can be related to intense cell growth and multiplication, as evidenced by *in vitro* experiments; statistically higher blastospore yield was confirmed in 20% glucose than in 10% glucose. This increase in blastospore yield in 20% glucose medium was also coupled with high upregulation of vacuolar calcium ion transporter (PF01699) and the sodium/potassium transporting ATPase (PF13246), as evidenced by the transcriptome and qRT-PCR results. Those genes are involved in the maintenance of cell homeostasis and were among the top 10 upregulated genes at day 2 in 20% glucose compared to 10% glucose.

We found blastospores cultivated in 10% and 20% glucose increased the expression of genes associated with oxidative stress responses more at day 2 than day 1. Corroborating this, a homologous gene to the sensing protein Wsc1 (BBAD15_g1986), localized in *B. bassiana* vacuoles and cell wall/membrane, was strongly upregulated at day 2 compared to day 1 in blastospores grown in both glucose concentrations. The deletion of this gene in a *B. bassiana* mutant led to a significant elevation in cell sensitivity to high oxidation, osmotic stress, and metal cations (Tong et al., 2019). At a moderate level, oxidative stress is an essential prerequisite for the growth and metabolism of several microorganisms including cell wall biosynthesis, cell proliferation, and morphogenesis (Nunes et al., 2005; Song et al., 2013; Iwanicki et al., 2020a). However, at high levels, free radicals’ accumulation with high reactivity such as superoxide, oxygen radicals, and hydroxyl, becomes harmful to the cells’ components. To cope with oxidative stress, blastospores activate enzymatic defense mechanisms by expressing enzymes such as superoxide dismutase, catalase, peroxidases, and oxidases. Several of these enzymes were upregulated at day 2. Moreover, we associated the response to oxidative stress as an essential component to boost blastospore production regardless of glucose concentration (Mascarin et al., 2015b; Iwanicki et al., 2020a). To some extent, the medium’s osmotic stress mimics insect hemolymph, the natural environment conducive for blastospores formation, and mediates the HOG signaling pathway enabling cell osmoregulation and water homeostasis (Wang et al., 2008; Liu et al., 2017).

Filamentous fungal insect pathogens like *B. bassiana* usually grow by hyphal extension outside the host and propagate by yeast-like budding only after entry into the host hemocoel subsequent to cuticular penetration. This allows the fungus to rapidly colonize the host hemocoel and evade the host’s immune responses. This dramatic change in morphology (phenotype) requires a dimorphic switch to regulate the hundreds of genes required for the transition. Since both aerial conidiation and dimorphic transition were closely linked to the transcriptional expression of the developmental activator genes (Zhang et al., 2019), it was hypothesized like aerial conidiation, the submerged dimorphic transition required for fungal virulence could be a process of asexual development to be primarily governed by the central pathway in *B. bassiana* and other filamentous fungal insect pathogens. These same authors unveiled *BrlA* and *AbaA* genes served as master regulators of both aerial conidiation and submerged blastospore production (dimorphic transition) (Zhang et al., 2019). In agreement with these findings, our qRT-PCR data revealed an increased transcript expression of genes responsible for the regulation of conidiation capacity (BBAD15_g9440 and BBAD15_g1987) in *B. bassiana* grown in liquid culture. This was mainly induced in blastospores produced in 20% glucose on day 2, thus hinting at their involvement in blastospores and conidia propagation. Further studies correlating the *BrlA* and *AbaA* genes with *B. bassiana* blastospore *in vitro* growth under high glucose titers should be addressed.

Carbon Catabolite Repression (CCR) is an important mechanism allowing preferential utilization of an energy-efficient and available carbon source over relatively less accessible carbon sources. This mechanism helps fungi to obtain the maximum amount of glucose for the energy invested. Fungi assimilate glucose and highly favorable sugars before switching to less suitable carbon sources such as organic acids and alcohols (Adnan et al., 2017). A glucose-repressible protein (BBAD15_g10730) examined in our qRT-PCR study was expressed in all glucose-amended *B. bassiana* cultures, but it was highly upregulated across all time points when the fungus was grown with 20% glucose. This result implies the catabolite repression pathway is strongly activated under high glucose titers required for increased and rapid production yields of *B. bassiana* blastospores in submerged liquid culture. Catabolite repression occurs at high glucose concentrations and is seen as the repression of synthesis of mitochondrial and other enzymes. Under these conditions, glucose is metabolized rapidly by glycolysis and considerable fermentation (anaerobic energy metabolism) occurs even under aerobic conditions. In other words, the NADH generated during glycolysis is oxidized by fermentation rather than by respiration, even though sufficient oxygen may be present. In this sense, the gene encoding for L-lactate dehydrogenase (BBAD15_g11432) analyzed by qRT-PCR was remarkably upregulated in blastospores cultured with 20% glucose by day 2, indicating the production of NAD+ (oxidized state), utilization of carbon sources, and maintenance of redox homeostasis during blastospores multiplication. The high metabolic activity of fungal blastospores cultivated with higher titers of glucose, in the range of 8-20%, increased up to day 3 and reflected the upregulation of alternative oxidase (AOX). The alternative oxidase (AOX) is a protein localized on the matrix side of the inner mitochondrial membrane. It plays a vital role in controlling reactive oxygen species (ROS), metabolic homeostasis, cellular energy demand, redox state, and stress response in fungal cells (Tian et al., 2020). Thus, AOX expression, mainly for high metabolic activity in cultures with higher glucose titers, helps the fungus cope with oxidative and osmotic stresses during fungal growth in liquid culture. AOX genes have been closely associated with fungal pathogenesis, morphogenesis, stress signaling, and drug resistance (Tian et al., 2020).

One interesting observation was hydrophobin *Hyd1* as one of the highest expressed genes during the propagule production. Hydrophobins are involved in fungal spore coat rodlet layer assembly, consistent with it being a key member of the cell wall. Previous studies have suggested *Hyd1* is not found in blastospores based on protein extraction (Holder and Keyhani, 2005) and immunostaining (Zhang et al., 2011), which raises the possibility that these might be mischaracterized as blastospores and are actually “submerged conidia” (Bidochka et al., 1987). It is tempting to conclude these are “submerged conidia” based on the amount of hydrophobin present (*Hyd2* is also relatively highly expressed, although much less than *Hyd1* [data not shown]), and this rodlet layer is a hallmark of conidiogenic propagules (Zhang et al., 2011). In addition to the rodlet layer, the main distinguishing features of submerged conidia are size and shape (spherical 3-4 um), and germination speed (Bidochka et al., 1987). 

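Hyd2 (BBAD15_g10483) held 0.327 ± 0.0799% of all TPM in 10% glucose and 0.167 ± 0.0427% in 20% glucose on day 1 (SD, n = 3 each). On day 2, it held 0.107 ± 0.110% and 0.0410 ± 0.0302%, and on day 3 0.00826 ± 0.00664% and 0.0017 ± 0.00226% (SD, n = 3 each). Its rank in single libraries ran from 24 to 7541, and in 0 of the 18 libraries was it among the first 20. In 10% glucose on day 2, replicate B had 0.000306% of all TPM in Hyd2, against 0.1% in A and 0.219% in C.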

Blastospores are typically ellipsoidal and larger (~6 µm), germinate faster, and lack a rodlet layer (Bidochka et al., 1987). In this study, the cells produced in 10% glucose appear more similar to the blastospore description (**Figure 1D**). In comparison, the cells grown in 20% glucose are smaller and more spherical (**Figure 1D**), as previously documented by Mascarin et al. (2015b). It is important to note *Hyd1* was one of the top five genes expressed under all time points and treatments during this experiment. Additionally, the 10% and 20% glucose-grown cells likely contain significant and similar amounts of hydrophobin 1. One possibility is hydrophobin 1 was not accessible during the previous attempts to observe it in blastospores (Holder and Keyhani, 2005; Zhang et al., 2011). If hydrophobin 1 is found in blastospores, it should be expressed in the haemocoel during the infection process, which it has been observed in previous transcriptomic studies (Cho et al., 2007; Dong et al., 2017). The *Hyd1* promoter has even been used to deliver an insecticidal toxin during the infection process (Wang et al., 2013). Interestingly, a *Hyd1* strain knockout had similar virulence when injected directly into the haemocoel (Zhang et al., 2011). Alternatively, if these are concluded to be a form of blastospore, it suggests size and shape are not useful to cell types indicators. It would also indicates that blastospores or another cell type containing hydrophobin 1 is expressed in the haemocoel during the infection process. Additional studies are needed to determine if these propagules should be considered blastospores, submerged conidia, or a different morphology. It also highlights the utility of transcriptomics in understanding the differences in morphologies when applied to a culture pushed to one predominant morphology.

Finally, by mapping key genes involved in the osmotic stress response in *B. bassiana* growing under a hyperosmotic environment (**Figure 8**), we found implications of the HOG signaling pathway with upregulation of homologous genes *Ssk2* and *Hog1*. We hypothesize these two genes are associated with cell osmoregulation, leading to osmolyte synthesis and enhanced blastospore yield. The *Hog1* has also been linked to regulating environmental stresses in *B. bassiana* (Zhang et al., 2009). Deletion of the *Hog1* gene also reduced *Hyd1* expression by 46x, suggesting strong regulation of *Hyd1 via Hog1* (Zhang et al., 2009).

## Conclusions

Our findings pave the way towards improving the fermentation process for *B. bassiana* and generates much-needed new knowledge on the primary metabolic processes and gene expression signatures involved in *B. bassiana* grown under osmotic and oxidative conditions with improved blastospore yields. Considering other hypocrealean entomopathogenic fungi, such as *Cordyceps* (formerly *Isaria*) and *Metarhizium*, have their blastospore production enhanced when grown with highly aerated and hyperosmotic liquid cultures, future comparative transcriptome studies should confirm the universal genetic regulations underlying this intriguing phenomenon. We envision the transcriptome tool allied with metabolomics will help improve the overall industrial production of blastospores and their metabolites for agricultural, pharmaceutical, and biotechnological purposes.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE163673.

## Author Contributions

CD, GM, and JLR conceived the experiments. GM, JLR, and CD conducted the experiments. All authors analyzed the results, prepared a manuscript draft, and edited the manuscript. All authors revised the manuscript for technical and scientific accuracy. JLR and CD acquired funding. CD and GM supervised the project. All authors contributed to the article and approved the submitted version.

## Funding

This research is supported by the USDA ARS Project #510-22410-023-00-D.

## Conflict of Interest

Author GMM was employed by Brazilian Agricultural Research Corporation.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptional Responses of Beauveria bassiana Blastospores Cultured Under Varying Glucose Concentrations
**Source:** Front Cell Infect Microbiol. 2021 Mar 24;11:644372. doi: 10.3389/fcimb.2021.644372
**Supplement:** Supplementary Table 1 — Primer sequences used for qRT-PCR gene expression analyses.

**Table S1.** Primer sequences used for qPCR gene expression analyses.

| Gene-contig ID | Forward Primer | Reverse Primer | Reference |
| --- | --- | --- | --- |
| BBAD15_g6196 | CCATGCTCAACATTGTCTGG | GACAGGGCAAAAGAGTCGAG | This study |
|  |  |  |  |
| BBAD15_g9440 | CTCACTGCACTCACCGAAAA | TCCACGATCTTCTTGCTCCT | This study |
|  |  |  |  |
| BBAD15_g1987 | GTCGTATATGCCCGACGAGT | TGGTCATCATCTCCGACAAA | This study |
|  |  |  |  |
| BBAD15_g7218 | TGGCTGGTACTACTGCGTTG | ACCACTGACCACACTTGCAG | This study |
|  |  |  |  |
| BBAD15_g7787 | ACCTTTGACACCCAGGACAG | CTTGACGTGCTGAAAGACCA | This study |
|  |  |  |  |
| BBAD15_g10843 | TCAGTAATGGCCACGTGAAA | GGATAGGCAGGAGGTTGACA | This study |
|  |  |  |  |
| BBAD15_g7126 | GGTGCACAGGGTGTCTTTTT | CCTCTTCGAGATAGCCAACG | This study |
|  |  |  |  |
| BBAD15_g5373 | CAGAGCTGGGTGCTGTCAC | CTGTGCAACGGCAAAAAGTA | This study |
|  |  |  |  |
| BBAD15_g11379 | GACCAACTTTGGTGGTGTCG | TCACCGAGCTTGAAGAGGTT | This study |
|  |  |  |  |
| BBAD15_g10730 | CCAAGGAGACCAACAAGGAA | CTCTCGTCAAGCTTGTCACC | This study |
|  |  |  |  |
| BBAD15_g9052 | TCTCTGCAAGTCGCTCAAGA | GAAGTTCTTCGGTGCTGAGG | This study |
|  |  |  |  |
| BBAD15_g11432 | ATCTCCGTGATTCCACAAGC | AGATTCTCCGGCTTTTTGGT | This study |
|  |  |  |  |
| BBAD15_g11223 | CAACTGTACGCCAATCATGG | CTCTCCGGGCTAGAAGGAGT | This study |
|  |  |  |  |
| BBAD15_g11218 | AGTATGTAGGCCGCGTCGTT | GGCCTGGTACACTGCGTTA | This study |
|  |  |  |  |
| Actin (HQ232398.1)* | GTCAAGTCATCACCATTGGC | GAGGAGCAATGATCTTGACC | Fan et al., 2016 |
|  |  |  |  |

*Reference gene for computing the relative expression level of key genes.

How the deposited data were processed for this re-analysis (not part of the article)

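RNA was sequenced from blastospores grown in 10% or 20% glucose and sampled on days 1, 2 and 3, with 3 biological replicates for each combination, in 18 libraries of 50-cycle single reads. The sample labels give the glucose titer, the day and the replicate letter of each library, and these set the groups.

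The authors trimmed the reads to Q30, mapped them with Genomics Workbench to the D1-5 genome with its own gene models, and deposited raw counts of all reads and of uniquely mapped reads on each gene, without normalization. The RPKM values were computed by the authors from the counts of all reads, the gene length and the number of mapped reads of the library, and were deposited in a pair of equal columns. The TPM values were deposited by the authors as counts scaled by gene length to a fixed total per library. The paper's text does not name the strand setting or how reads with several mapping positions were counted.

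Expression was compared on the counts of all reads in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr over the 6 groups, which left 7241 of 12041 features. Counts were normalized by TMM, 1 model with 6 group means was fitted to all 18 libraries, and contrasts were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Comparisons were made between 20% and 10% glucose on each day, between consecutive days in each glucose titer, and between days for the glucose effect itself. A gene was called at an adjusted p below 0.005 and a log2 fold change above 2 or below -2, the thresholds of the paper. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Principal components were computed in DESeq2 1.42.0 from rlog values of the 500 genes with the largest variance. Shares of transcripts were taken from the deposited TPM values. Plots were drawn in Python 3.11.15 with matplotlib 3.10.9.

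Counted reads per library ranged from 494940 to 1844472. For a gene with 0 reads in a group, a fold change was given as a lower bound against 3 reads over the group, and for 1 to 3 reads as a ratio with an exact 95% interval. These bounds and intervals cover counting error only. The calls were tested on simulated data at the depth of these libraries. With 200 changed genes on day 2, edgeR called 99.0% of them and none of the unchanged genes among 7124, DESeq2 called 100% and none, and edgeR called 96.0% in the simulated interaction. With no changed gene on day 1, edgeR and DESeq2 called 0 genes. All simulated changes lay well past the fold change threshold, in genes above a set mean expression. Apart from them, each gene had 1 mean for all groups, and no library was made to lie apart. Recovery near the thresholds or in genes with few reads was therefore not tested.

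Single genes were named by a rule. It took genes that the paper names by locus tag in its text or in Tables S1, S4 and S5, and genes called in 1 direction on all 3 days. It did not take all of those the paper names. Several osmotic stress genes of the paper's methods, such as Mtd, and some Hsp70 homologs were left out of this rule. In each comparison, the rule also took the 3 genes with the largest and the 3 with the smallest log2 fold change among those called. These had no overlap between the groups and a mean of at least 10 reads in the higher group. For each interaction the rule took the 3 genes with the largest difference. The paper's tables of fold changes had been read when the rule was written. The gene families of the text were matched through Pfam codes in Table S3 after the files had been analysed.

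Alternatives were RLE normalization, DESeq2's Wald test, no filter on low counts, a filter of at least 10 counts in every library of a group, fits of only the 2 groups compared, the replicate letter as a block, uniquely mapped reads, Bonferroni adjustment, an adjusted p below 0.05 with a log2 fold change above 1 or below -1, and leaving out each library in turn. For principal components, all genes, a variance stabilizing transformation and log2 CPM were tried, and for shares of transcripts, counted reads and RPKM. Other splits of the libraries into groups of the same size were also tested, all of them where 10 exist and 100 drawn at random otherwise. Gene set enrichment was not run, because no GO annotation of all genes was used here. Quantitative PCR, blastospore yield and glucose consumption were not analysed here.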

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

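The tests of gene length, of normalization and of the number of genes after thinning, and the use of alternatives set beforehand as tests of a single library and of replicate B of 10% glucose on day 1, were chosen only after the result was seen.

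The glucose effect itself differed between day 2 and day 1 for 49 genes, 27 with a larger and 22 with a smaller log2 fold change on day 2, so this difference between days called for a closer look. A chance split with no glucose effect is argued against for this number, since 1 of 100 splits, the real one, gave as many. The other splits gave at most 37. Each split also takes away the glucose effect shared by both days, so chance around an equal effect was not tested. Replicate B of 10% glucose on day 1 lies apart from its group, but without it 64 genes were called, more than with it. Normalization as the whole cause is argued against, since a factor for a library moves all its genes alike, while 22 genes moved against the other 27. Reads shared between paralogs are argued against by the 49 genes still called with uniquely mapped reads. The dependence on 1 library stays open: without replicate B of 20% glucose on day 1, 15 genes were called, and without its replicates A and C, 32 and 30. Without replicate B of 10% glucose on day 2, 32 were called. The depth of the groups stays open as well. With every library thinned to 494940 reads, a median of 27 of the genes were still called (24 to 30 over 10 draws), and fewer reads also weaken the test. For these genes as a set, a response to glucose that changes with the day cannot be told apart from the dependence on 1 library and from depth. Few libraries are left in a group without 1, and the thinned test loses power in every group. Of the single genes, BBAD15_g2256 stayed past the thresholds over all 16 alternatives, with each library left out among them. Its log2 difference ran from 4.96 to 6.00, and depth stays open for it.

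The endochitinase BBAD15_g11223 had the largest fitted difference, a rank that rests on groups with few reads. On day 2 it had 36.2 ± 11.9 CPM in 10% glucose (SD, n = 3) and 0 reads in 20% glucose, at least 36.0-fold lower. On day 1 it had 1 read in 10% and 7 in 20% glucose, so the fitted difference of -10.50 on the log2 scale (adjusted p = 0.00117 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) is no bound. Over its alternatives, the adjusted p ran from 8.21e-06 to 0.0060, and it was above the threshold without replicate A (0.0060) or B (0.00557) of 20% glucose on day 1. BBAD15_g10270 had a difference of 5.84 (adjusted p = 0.00209 from the same test, 5.4e-05 to 0.0114 over its alternatives), with 2 reads in 20% glucose on day 1. It fell below the call without replicate A (0.0114), B (0.00999) or C (0.00765) of 20% glucose on day 1 and without replicate B of 20% glucose on day 2 (0.00509). BBAD15_g2256 had a difference of 5.45 (adjusted p = 0.00051, 3.51e-08 to 0.00273 over its alternatives), with 1.02 ± 0.886 CPM in 20% and 22.3 ± 4.94 CPM in 10% glucose on day 1. On day 2 it had 193 ± 89.1 and 81.2 ± 42.1 CPM (SD, n = 3 each).

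Between day 3 and day 2, the glucose effect differed for 4 genes, 2 in each direction. The number and the balance of directions depended on the method, with 18 genes higher and 3 lower by DESeq2, 5 and 2 with the replicate letter as a block, 4 and 3 without a filter on low counts, and 44 and 11 at an adjusted p below 0.05 and a log2 difference above 1 or below -1. Chance cannot be excluded for this number, since 5 of 100 splits gave as many. These splits, too, take away the glucose effect shared by both days. Normalization as the whole cause is argued against by the 2 genes that moved against the other 2, and a part in the uneven directions of the other methods was not tested. The dependence on 1 library stays open, with 1 gene called without replicate A of 10% or 20% glucose on day 2 or replicate C of 20% glucose on day 3. Without replicate B or C of 10% glucose on day 2, replicate A of 10% glucose on day 3 or replicate B of 20% glucose on day 3, 2 were called. Depth is argued against for the number of genes, of which a median of 4 were called after thinning (3 to 6 over 10 draws). It stays open for the single genes, of which a median of 3 were called again (2 to 4).

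Of these genes, BBAD15_g7450 had a difference of -4.16 (adjusted p = 0.00118 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7.0e-09 to 0.0121 over its alternatives), with 7.29 ± 5.04 CPM in 20% and 203 ± 71.8 CPM in 10% glucose on day 3. Its adjusted p was above the threshold without replicate A of 10% (0.0061) or 20% glucose (0.0052) on day 2 and without replicate C of 20% glucose on day 3 (0.0121). BBAD15_g9143 had a difference of -2.72 (adjusted p = 0.00474, 4.83e-07 to 0.0215 over its alternatives), and fell below the call with any of the 12 libraries left out (0.00516 to 0.0215). BBAD15_g4914, annotated as clock-controlled protein 6, had a difference of 2.38 (adjusted p = 0.000607, 4.44e-13 to 0.00395 over its alternatives). It had 2093 ± 374 CPM in 20% and 576 ± 88.7 CPM in 10% glucose on day 3 (SD, n = 3 each), and 229 of its 11420 reads were not uniquely mapped.

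A signal outside the genes the paper discusses came from features among the 10 with the largest share of TPM that Table S5 does not list. BBAD15_m00022 held a mean of 1.25% of all TPM (0.0138% to 2.44% over the libraries), BBAD15_g7269 held 0.576% (0.00495% to 1.495%) and BBAD15_g12042 held 0.574% (0.368% to 0.707%). They were among the first 10 in 17, 6 and 8 of the 18 libraries. Reads shared with another copy are argued against, since at most 0.0025% of their reads were not uniquely mapped. Their short lengths of 129, 309 and 465 bases are a candidate explanation for their rank: by share of counted reads, which is not divided by length, the highest rank among them was 34. BBAD15_g12283 held 0.640% of TPM (0.00998% to 1.59%). Gene length is argued against for it, since it ranked 2 by counted reads with a length of 1893 bases, and so are shared reads, of which it had 0. No biological explanation was tested for these features.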

How the results depend on the processing

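All alternatives were set before the data were examined; the test of correlation between libraries with 1 replicate letter in common was not, and counts as chosen only after the result was seen. Counts of genes stayed within 1.5 times the reported value with RLE normalization (10 of 10), with uniquely mapped reads (8 of 8), with a filter of at least 10 counts (8 of 8), with the replicate block (9 of 10), without a filter on low counts (8 of 10), with DESeq2's Wald test (7 of 10) and with fits of only the 2 groups (6 of 8). Over counts, components and shares together, leaving out a library or replicate letter moved 29 values and left 64 within their range.

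For 20% against 10% glucose on day 1, the 26 genes became 55 with DESeq2's Wald test, 44 without a filter on low counts and 1 in a fit of only the 2 groups. On day 3, the 52 genes became 80 in a fit of only the 2 groups. Between day 3 and day 2 in 20% glucose, the 40 genes became 61 with DESeq2's Wald test. For the glucose effect between day 3 and day 2, the 4 genes became 21 with DESeq2's Wald test, 7 without a filter on low counts and 7 with the replicate block. The cause was not tested in any of these. On average, the replicate letters showed little pairing of the libraries. Deviations from group means correlated across genes with a mean r of 0.0136 between libraries with 1 letter in common (-0.127 to 0.202). Other pairs had a mean of -0.0066, a value that centring on group means ties to the first. Pairs within 1 titer were not tested apart from pairs across titers, so pairing between the days of 1 titer stays open.

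Bonferroni adjustment gave fewer genes by its construction: 11, 42 and 22 on days 1, 2 and 3, 59 on any day, 543 and 415 between days 1 and 2 in 10% and 20% glucose, and 16 and 16 between days 2 and 3. An adjusted p below 0.05 with a log2 fold change above 1 or below -1 gave more: 240, 375 and 228 on the single days, 675 on any day, 2488 and 2033 between days 1 and 2, 239 and 247 between days 2 and 3, and 236 and 55 for the glucose effects between days.

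With 1 library left out, the count on day 1 ran from 12 (without replicate A of 20% glucose) to 42 (without replicate B of 10% glucose), with 40 without replicate C of 10% glucose and 13 and 14 without replicates B and C of 20% glucose. On day 3 it ran from 26 (without replicate C of 20% glucose) to 42, with 28 and 27 without replicates A and B of 20% glucose and 31 and 32 without replicates A and C of 10% glucose. Between day 3 and day 2 it ran from 18 (without replicate A of day 2) to 41 in 10% glucose, with 22 without replicate A of day 3. In 20% glucose it ran from 23 (without replicate A of day 2) to 54 (without replicate B of day 2), with 24, 24 and 25 without replicates A, B and C of day 3. The glucose effects between days 2 and 1 ran from 15 (without replicate B of 20% glucose on day 1) to 64 (without replicate B of 10% glucose on day 1), with 32 and 30 without replicates A and C of 20% glucose on day 1 and 32 without replicate B of 10% glucose on day 2. Between days 3 and 2 they ran from 1 to 6, with 1 without replicate A of 10% or 20% glucose on day 2 or C of 20% glucose on day 3, and 2 without replicate B or C of 10% glucose on day 2, A of 10% glucose on day 3 or B of 20% glucose on day 3. Ranges within 1.5 times were 78 to 93 on day 2, 120 to 150 on any day, 840 to 957 between days 1 and 2 in 10% glucose and 652 to 722 in 20% glucose. The cause was not tested, apart from the smaller number of libraries.

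The first principal component held 75.7% of the variance, 57.9% with all genes, 77.7% with a variance stabilizing transformation, and 74.6% to 78.1% with 1 replicate letter left out. The second component held 8.82%, 9.29% with all genes, 7.64% with a variance stabilizing transformation, and 8.34% to 10.6% with 1 letter left out. With all genes, its scores in 10% glucose on day 1 ran from -5.31 to 39.6 (SD 25.3, n = 3), a wider spread than in any other group. The 6 genes of Table S5 held 9.11% of TPM and 3.74% of counted reads, which are not divided by gene length, and 9.10% to 9.14% with 1 letter left out. Of the 42 shares of single genes, 37 moved by more than the spread between replicates when taken from counted reads, and 0 when taken from RPKM.

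Of the 139 log2 fold changes of named genes, the direction and the side of the threshold held for 139 with RLE normalization, 137 with the replicate block, 137 without a filter on low counts and 135 with DESeq2's Wald test. Of 72 called values, 48 stayed past the thresholds with any library left out, 24 fell below with at least 1, and 0 changed sign. For 13 values that were not called, the sign changed with at least 1 library left out. On day 1, these ran from -0.65 to 0.26 for BBAD15_g10843, -0.53 to 0.12 for BBAD15_g9052, -0.80 to 0.33 for Wsc1 (BBAD15_g1986), -0.56 to 0.0799 for Pbs2 (BBAD15_g4699), -0.31 to 0.0908 for BBAD15_g1869 and -0.57 to 0.12 for BBAD15_g8119. On day 2, they ran from -0.24 to 0.10 for Pbs2 and -0.12 to 0.12 for Ssk1 (BBAD15_g8860). On day 3, they ran from -0.29 to 0.81 for BBAD15_g10843, -0.25 to 0.16 for Pbs2, -0.21 to 0.11 for Ssk1, -0.35 to 0.25 for Sod1 (BBAD15_g4716) and -0.29 to 0.00405 for BBAD15_g8119. The cause was not tested.

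By splits of the libraries alone, chance cannot be excluded for a single comparison of 3 libraries with 3, since the design has 10 splits and 1 in 10 is the smallest share possible. The other 9 gave at most 1 gene on day 2 and 0 in the other 6 comparisons. For the genes on any day chance can be excluded, with 1 of 100 splits as large. The day 3 libraries of 10% glucose have a median of 547678 reads on genes, against 1320795 on day 1, which limits the detection of changes in genes with few reads. The enrichment of GO terms and its alternatives were not run.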

Differences from the paper's values

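The tests of gene families through Pfam codes and of Table S5 against the other glucose titer were chosen only after the result was seen. The alternatives named are those set before the data were examined. A gap between counts is called closed where the larger number is at most 1.5 times the smaller, whichever genes they count. In each case, alternatives that are not named as closing the gap left it open.

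On day 1, the paper's 7 genes higher in 20% glucose compare with 3 here. The gap closes with DESeq2's Wald test (6) and without replicate B of 10% glucose (6), and stays with RLE normalization (3), no filter (4), the replicate block (3), unique reads (3), a filter of at least 10 counts (3), fits of only the 2 groups (0), Bonferroni adjustment (2) and the looser thresholds of an adjusted p below 0.05 and a log2 fold change over 1 (49). The paper's 50 lower genes compare with 23. The gap closes with DESeq2 (49), no filter (40) and without replicate B (36) or C (36) of 10% glucose, and stays with RLE (23), the block (22), unique reads (22), at least 10 counts (23), fits of 2 groups (1), Bonferroni (9) and the looser thresholds (191).

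On day 2, the paper's 20 higher genes compare with 12, a gap closed by DESeq2 (15), no filter (15) and without replicate C of 10% (14) or B of 20% glucose (18), and stays with RLE, the block, unique reads and at least 10 counts (12 each), fits of 2 groups (9), Bonferroni (6) and the looser thresholds (104). On day 3, the paper's 77 lower genes in Table S3 compare with 42, a gap closed by DESeq2 (52), no filter (52) and fits of 2 groups (66), and stays with RLE (43), the block (41), unique reads (42), at least 10 counts (39), Bonferroni (15) and the looser thresholds (141).

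Over all days, the paper's 37 higher genes compare with 22, a gap closed by DESeq2 (29), no filter (26) and without replicate B of 10% glucose on day 1 (25) or of 20% glucose on day 2 (28), and stays with RLE, the block, unique reads and at least 10 counts (22 each), fits of 2 groups (20), Bonferroni (13) and the looser thresholds (212). Among these, the paper's 17 hypothetical proteins compare with 11, a gap closed by DESeq2 (14), no filter (12), fits of 2 groups (12) and without replicate C of 10% glucose on day 1 (12) or B of 20% glucose on day 2 (12). It stays with RLE, the block, unique reads and at least 10 counts (11 each), Bonferroni (10) and the looser thresholds (31). The paper's 11 genes lower on all 3 days compare with 4, a gap closed in number by the looser thresholds (13, of which 8 are among the paper's 11), and stays with RLE (4), DESeq2 (6), no filter (5), the block (4), unique reads (4), at least 10 counts (4), fits of 2 groups (0) and Bonferroni (2).

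Between days 2 and 3 in 20% glucose, the paper's 73 genes compare with 40. The gap closes with DESeq2 (61), no filter (50) and without replicate B of day 2 (54), and stays with RLE (39), the block (41), unique reads (40), at least 10 counts (39), fits of 2 groups (39), Bonferroni (16) and the looser thresholds (247). The paper's 49 genes that were lower on day 2 compare with 18, a gap that no alternative closes: DESeq2 gave 25, no filter 20, the block 20, RLE 18, unique reads 18, at least 10 counts 17, fits of 2 groups 20, Bonferroni 8, and the looser thresholds overshot it. With the direction turned they compare with 22, a gap closed by DESeq2 (36) and without replicate B of day 2 (40), and stays with no filter (30), RLE (21), the block (21), unique reads (22), at least 10 counts (22), fits of 2 groups (19), Bonferroni (8) and the looser thresholds (139). The paper's 4 genes higher on day 3 in both glucose titers compare with 1, a gap closed by DESeq2 (4) and no filter (3), and stays with RLE (1), the block (0), unique reads (1), at least 10 counts (0), fits of 2 groups (2), Bonferroni (0) and the looser thresholds (13).

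In 10% glucose, the paper's 2 Hsp70 homologs past the thresholds between days 1 and 2 compare with 0 by edgeR and by DESeq2, with 7 homologs at an unadjusted p below 0.05 by either tool. Without replicate A of day 1 the gap closes (2). It stays without replicate B of day 1 (0), without replicate C of day 1 or A, B or C of day 2 (1 each), with the looser thresholds (4), and with RLE, no filter, the block, unique reads, at least 10 counts, fits of 2 groups and Bonferroni (0 each). The paper's 9 osmotic stress genes with a log2 fold change above 1 or below -1 compare with 5, a gap closed by no filter (6), the block (6) and without replicate C of 20% glucose on day 2 (6) or day 3 (6), and stays with RLE, DESeq2, unique reads, at least 10 counts and fits of 2 groups (5 each) and without replicate B of 20% glucose on day 2 (3).

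Some statements differ beyond counts. The oxidase family PF08031 is placed on day 1 in the text, while the gene with that code (BBAD15_g7387) had a log2 fold change of 0.69 on day 1 and 3.16 on day 3. Kinesin light chain 4 (BBAD15_g12537) is listed as lower on all days and was called here on none by edgeR, and on day 1 by DESeq2's Wald test, with an adjusted p of 0.00271, in a range of 0.00271 to 0.130 over its alternatives on that day. The paper's sentence on days 1 and 2 in 20% glucose has the directions the other way round, with 520 genes higher and 184 lower on day 2 here. The paper's next counts, of genes upregulated on day 2 in both titers and in 20% glucose, have the direction found here. In 10% glucose the directions run as stated. Ssb1 (BBAD15_g2252) and Ssz1 (BBAD15_g4682) changed by -1.98 and -1.93 from day 1 to day 2 in 10% glucose, and by -2.14 and -2.04 in 20% glucose. In 10% glucose Ssb1 was called without replicate A (-2.02) or C (-2.03) of day 1 or B (-2.06) or C (-2.01) of day 2, and Ssz1 without replicate A of day 1 (-2.03) or day 2 (-2.01). In 20% glucose Ssz1 was not called without replicate A of day 2 (-1.94). Of the genes listed as higher on day 3 in both titers, 3 (BBAD15_g2461, BBAD15_g5885 and BBAD15_g4395) were not past the thresholds in 20% glucose with edgeR. All 3 were with DESeq2, and BBAD15_g2461 and BBAD15_g5885 with no filter on low counts.

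The 6 genes of Table S5 are described as the most expressed at all time points, while BBAD15_g11379 ranked 3803 to 5245 on day 1, BBAD15_g8119 231 to 734 and BBAD15_g8852 65 to 334; the other 3 ranked 1 to 15 throughout. Its columns match the fractions computed here for the other glucose titer, with 33 of 36 within 10%. Hyd1 is placed in the top 5 throughout by the paper's discussion, while it ranked 14 or 15 in 10% glucose on day 2. Hyd1 and the mitochondrial membrane protein are described as upregulated on day 1, with log2 fold changes here of 0.52 and 0.26; the largest for Hyd1 was 1.13, on day 2.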

Other observations

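The tests of a mixture with later libraries, of a different library preparation, of a culture nearer to the day 1 state and of a slower passage in 20% glucose were chosen only after the result was seen.

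Replicate B of 10% glucose on day 1 lies apart from replicates A and C. Its depth is argued against as the reason: with A and C thinned to 1074012 reads, their r stayed at 0.978, against 0.860 and 0.854 with B. A library of a later day, or a mixture with one, would make its deviation rise with the change from day 1 to day 2 in 20% glucose, while Spearman's rho across genes, which are not independent replicates, was -0.069. A library of 20% glucose would lie near 1 on a scale from A and C at 0 to 20% glucose at 1, while its median position over 41 of the genes called without it was 0.053, with 34 of them nearer to A and C. A different preparation of this library may explain its distance and stays open. Its share of mapped reads on genes was 44.3%, outside the 10.9% to 24.1% of the other 17 libraries, and features with an m identifier held 0.00363% of its reads, against 0.136% to 0.960%. The files and the text name no preparation batch, so this cannot be told apart from a difference between cultures.

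In 20% glucose on day 2, replicate B lay more than 4-fold below both other replicates in 67 genes, against at most 16 in each of the other 16 libraries with replicate B of 10% glucose on day 1 left aside. Its depth is argued against, with a median of 70 genes (68 to 74) when A and C were thinned to its reads. A culture nearer to the day 1 state stays open. Its deviation correlated across genes, which are not independent replicates, with the change from day 1 to day 3 in 10% glucose with an r of -0.108, against 0.173 for A and -0.0186 for C, and deviations within a group of 3 are not free of each other.

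On a scale from the mean of day 1 at 0 to the mean of day 3 at 1, both in 10% glucose, the day 2 libraries lay at 0.935 ± 0.0214 in 10% glucose and 0.716 ± 0.0338 in 20% glucose (SD, n = 3 each; exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). A hypothesis is that cultures in 20% glucose passed more slowly from the day 1 to the later state. It stays open. The difference between 20% and 10% glucose on day 2 had an r of -0.475 with the change from day 1 to day 3 across the 7241 genes, which are not independent replicates, but the positions fix the sign of this r, so it is no test. Depth is argued against, with a gap of 0.224 (0.219 to 0.228) after thinning compared with 0.220, and so is replicate B of 20% glucose on day 2, with a gap of 0.204 without it. On day 3, the 20% glucose libraries lay at 0.855 ± 0.00535 (SD, n = 3), below the 10% glucose libraries that set 1. The difference between the titers on day 3 had an r of -0.176 with the change from day 1 to day 2 in 10% glucose. A direct response to glucose in genes that also change with time could give the same values and was not tested. The day 3 values allow both and do not decide.

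For the 14 genes of the paper's quantitative PCR, whose own samples were not analysed here, 12 were tested in the sequenced libraries. On day 2, 7 of them were past the thresholds by edgeR and 7 by DESeq2, and 7 had a p below 0.05 adjusted over the list alone. Besides the transporters BBAD15_g10843 and BBAD15_g9052, these were BBAD15_g5373 with a log2 fold change of 2.72, BBAD15_g11379 with -2.64, BBAD15_g11432 with -3.75, BBAD15_g11218 with -4.46 and BBAD15_g11223, at least 36.0-fold lower. BBAD15_g5373 fell below the call without replicate A (adjusted p = 0.0102) or B (0.00723) of 10% glucose. BBAD15_g11432 did so without replicate A (0.0170) or B (0.00641) of 10% glucose and A (0.0196) or B (0.0132) of 20% glucose, and BBAD15_g11218 without replicate A of 20% glucose (0.00566, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). BBAD15_g9052 did so without replicate A (0.00847) or B (0.0070) of 10% glucose. Over the alternatives, the adjusted p ran from 6.12e-07 to 0.0102 for BBAD15_g5373, 2.04e-05 to 0.0196 for BBAD15_g11432, 6.49e-06 to 0.00566 for BBAD15_g11218 and 4.72e-06 to 0.00847 for BBAD15_g9052. The other 5 had log2 fold changes between -0.61 and 0.54 and were not called. Of the 12, 4 lay above 0 and 8 below 0. The paper describes all its quantitative PCR genes as strongly induced in 20% glucose on day 2, lactate dehydrogenase (BBAD15_g11432) among them. In the sequenced libraries, the signs of 8 genes went the other way. The PCR cultures included none in 10% glucose, so the reference of the 2 comparisons differs.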
